# CREB regulates Foxp3^+^ST-2^+^ T_REGS_ with enhanced IL-10 production

**DOI:** 10.3389/fimmu.2025.1601008

**Published:** 2025-07-24

**Authors:** Sudheendra Hebbar Subramanyam, Judit Turyne Hriczko, Saskia Schulz, Thomas Look, Tannaz Goodarzi, Tim Clarner, Miriam Scheld, Markus Kipp, Eva Verjans, Svenja Böll, Christopher Neullens, Ivan Costa, Zhijian Li, Lin Gan, Bernd Denecke, Angela Schippers, Stefan Floess, Jochen Huehn, Edgar Schmitt, Tobias Bopp, Hermann Wasmuth, Ron Winograd, Rudi Beyaert, Bart Lambrecht, Martin Zenke, Norbert Wagner, Kim Ohl, Klaus Tenbrock

**Keywords:** IL-33, ST2, Foxp3, IL-10, CREB, CREM

## Abstract

**Introduction:**

Regulatory T-cells (T_regs_) are characterized by the expression of Foxp3, a master regulator involved in the development and function of T_regs_. Foxp3 expression is dependent on activity of the Treg specific demethylated site (TSDR), which contains a CREB binding site. We aimed to find out how Foxp3 specific CREB deletion affects Treg expression and function.

**Methods:**

T_regs_ from *Foxp3^cre^CREB^fl/fl^* mice and wild type (*CREB^fl/fl^*) mice were analyzed by flow cytometry. Cytokine analysis was performed by flow cytometry, ELISA and RT-qPCR. Gene expression analysis was performed using Affymetrix HTA2 assays, ATAC-sequencing, and Methylation-assays. For functional relevance, a CD4 T cell mediated transfer colitis was performed.

**Results and discussion:**

*Foxp3^cre^CREB^fl/fl^* mice showed increased frequencies of T_regs_ (CD25+/Foxp3+) in thymus, spleen and peripheral lymph nodes and in nonlymphoid organs including lung and colon, but decreased Foxp3 expression at the single cell level. Despite decreased Foxp3 expression, enhanced expression of the IL- 33 receptor (ST-2), IL-10, IL-13, and CREM was observed. CREB deficient T_regs_ were highly suppressive *in vitro* and prevented disease activity in a CD4 T cell mediated transfer colitis in an IL-10 dependent way. Mechanistically CREB fulfils dual roles in T_regs_: (1) it promotes Foxp3 expression under Steady state conditions and (2) in cooperation with CREM, CREB restricts chromatin accessibility at the ST2 locus, thereby modulating IL-33 driven immune responses. This dual regulation balances FoxP3-dependent Treg stability with IL-10 mediated suppression of inflammation.

## 1 Introduction

Regulatory T cells (Tregs) marked by Foxp3 expression are important for immune balance. In the absence of Foxp3, mice (scurfy disease) (1) and humans (IPEX, polyglandular autoimmunopathy) develop severe autoimmune disease (2). Foxp3 Tregs arise from two sources; thymus-derived Tregs (t-Tregs) develop in the thymus, while inducible Tregs (iTregs) are generated in the periphery from conventional CD4+ T cells upon TGF-β stimulation (3). Both tT_reg_ and iT_reg_ generation largely depend on the presence of IL-2, which is not only required for homeostatic maintenance but also for the thymic development of T_regs_ (4–7).

ST-2, also known as IL1RL1, belongs to the Toll-like receptor/IL-1 receptor superfamily. ST-2, through its ligand IL-33, plays a pivotal role in MyD88/NFκB signaling. The interaction of ST-2 with its ligand IL-33 induces Foxp3 and GATA3 expression in T_regs_ at mucosal sites (8). ST-2 mainly exists in two isoforms: soluble ST-2 (sST-2) and membrane-bound ST-2. sST-2 functions as a decoy receptor of IL-33 and inhibits NFκB signaling, while membrane-bound ST-2 promotes NFκB signaling (9). Increased ST-2 levels have been observed in diseases such as inflammatory bowel disease (IBD), asthma, colon cancers, and graft versus host disease (10). In many non-lymphoid tissues, T_regs_ show enriched expression of ST-2 and most of these are iT_regs_. The regulation of ST-2^+^T_regs_ is dependent on the transcription factor basic leucine zipper transcription factor ATF-like (BATF) (11, 12), while other factors have not yet been defined. BATF belongs to the cAMP-responsive element binding protein/activating transcription factor (CREB/ATF) family of transcription factors, can dimerize with Jun, and has been shown to compete with CREB for binding to CRE/AP1 sites.

Our understanding of the molecular mechanism of suppression is still limited. IL-10 plays an important role in suppressing CD4^+^ effector T-cell function. Additionally, IL-10 prevents activation of antigen-presenting cells (APCs), such as dendritic cells and macrophages, through the downregulation of costimulatory molecules and production of inflammatory cytokines within these cells (13). Selective ablation of IL-10 in Foxp3^+^ T_regs_ revealed that IL-10 production by T_regs_ is essential for keeping the immune response in check at environmental interfaces such as the colon and lungs (14). IL-10 also acts in an autocrine manner by maintaining FoxP3 expression and the suppressive capacity of T_regs_ (15, 16). Interestingly, IL-10 is responsive to cAMP stimulation, at least in THP1 cells and macrophages, and the IL-10 promoter contains four putative cAMP response element sites (CRE, TGACGTCA), which are conserved between humans and mice (17). Following TLR activation, pCREB (phosphorylated CREB) is recruited to the IL-10 promoter and enhances IL-10 transcription in macrophages (18).

Previous data from Wang et al. (19) suggested that CREB negatively regulated the survival of iT_regs_ and is particularly important in the generation of CD4+Th17 cells. Using CD4^CRE^ CREB^fl/fl^ mice, they showed that these cells prevented colitis in a Rag2^-/-^ model; however, their model had the disadvantage that the CD4 cells of these mice expressed lower amounts of IL-2, which could have hampered iT_reg_ induction. Our analysis now expands upon their findings and determines an important role for CREB in the generation of ST2+T_regs_. Using Foxp3^CRE^CREB^fl/fl^ mice, we herein confirm the colitis phenotype but can show that i) CREB deficiency in T_regs_ induces expression of ST2+T_regs_, ii) the phenotype that prevents colitis in Rag2^-/-^ mice is primarily dependent on abundance of IL-10, and iii) this phenotype can be reversed by knockout of CREM, which lowers the expression of ST2.

## 2 Materials and methods

### 2.1 Mouse strains

Experiments were performed with age-matched *CREB^fl/fl^, VAV^cre^CREB^fl/fl^*, and *Foxp3^cre^CREB^fl/fl^* mice (all C57BL/6). *Foxp3^cre^CREB^fl/fl^* mice were generated by crossing CREB-flox mice (20) with C57BL/6 Foxp3-IRES Cre mice (provided by T. Bopp, University of Mainz, Germany). *Foxp3^cre-^CREB^fl/fl^* mice were used as controls (denoted as *CREB^fl/fl^*). Foxp3^Cre^ROSA^RFP^ mice were provided by T. Bopp University of Mainz and crossed with our *CREB^fl/fl^* mice. Rag2^-/-^ (C57BL/6) mice were provided by A. Schippers (Uniklinik RWTH Aachen, Germany). All the mice were bred in our animal facility and kept under standardized conditions.

### 2.2 Transfer colitis

To induce transfer colitis, Rag2^-/-^ mice were adoptively transferred 2 x 10^6^ CD4^+^ CD25^-^ T cells. Animals were sacrificed as soon as a significant loss of weight was measurable. The spleen and mesenteric lymph nodes (mLNs) were harvested for further analysis. One part of the colon was fixed in formalin for histological scoring and the other part was fixed in RNAlater (Qiagen, Germany) for subsequent mRNA analysis. For soluble ST2 (sST2) treatment, the mice received 100 µg mouse sST2 (produced by the VIB Protein Core facility, Belgium, and provided by R. Beyaert, VIB-UGent Center for Inflammation Research, Belgium), three times/week by intraperitoneal means (i.p). The control group received PBS i.p. For IL-10R treatment, the mice received 500 µg anti-IL-10R antibody (1B1mAB) (kindly provided by Prof. Edgar Schmitt, University of Mainz, Germany) or IgG control AK (Rat IgG kappa) i.p. once a week during the first 3 weeks.

### 2.3 Histological scoring

Initially, 4 µm paraffin sections from the fixed colon were cut serially, mounted onto glass slides, and deparaffinized. The colon sections were stained with hematoxylin and eosin by the Core Facility (IZKF) of the RWTH Aachen University. Blinded histological scoring was performed using a standard microscope, based on the JLS method as described previously (21, 22). Each colon section was scored for the four general criteria: severity, degree of hyperplasia, degree of ulceration, if present, and percentage of area involved. A subjective range of 1–3 (1 = mild, 2 = moderate, 3 = severe) was used for the first three categories. Severity: Focally small or widely separated multifocal areas of inflammation limited to the lamina propria were graded as mild lesions (1). Multifocal or locally extensive areas of inflammation extending to the submucosa were graded as moderate lesions (2). If the inflammation extended to all layers of the intestinal wall or the entire intestinal epithelium was destroyed, lesions were graded as severe (3). Hyperplasia: Mild hyperplasia consisted of morphologically normal lining epithelium that was at least twice as thick (length of crypts) as adjacent or control mucosa. Moderate hyperplasia was characterized by the lining epithelium being two or three times the normal thickness, cells were hyperchromatic, numbers of goblet cells were decreased, and scattered individual crypts developed an arborizing pattern. Severe hyperplastic regions exhibited a markedly thickened epithelium (four or more times normal thickness), marked hyperchromasia of cells, few to no goblet cells, a high mitotic index of cells within the crypts, and numerous crypts with an arborizing pattern. Ulceration was graded as: 0 = no ulcer, 1 = 1–2 ulcers (involving up to a total of 20 crypts), 2 = 1–4 ulcers (involving a total of 20–40 crypts), and 3 = any ulcers exceeding the former in size. A 10% scale was used to estimate the area involved in the inflammatory process. 0 = 0%, 1 = 10%–30%, 2 = 40%–70%, 3 = >70%.

### 2.4 Cell isolation

Single cell suspensions were isolated from spleens and lymph nodes (LNs) [peripheral lymph nodes (pLNs) and mLNs] using cell strainers and erythrocytes were lysed with lysis buffer. To obtain immune cells from the lungs, tissue was excised into small pieces and digested with 0.1% collagenase in DPBS for 1hr. The digested fraction was passed through a 40μm nylon strainer and rinsed with DPBS. The flow through was centrifuged and the cell pellet was lysed using RBC lysis buffer. The cell pellet was used for the flow cytometric analysis. Colons were retrieved from the mice and rinsed with a cannula with PBS+0.5%BSA. Afterwards, the colons were excised into small pieces and placed in a digestive medium containing RPMI (10mL), collagenase V (0.85mg/mL), collagenase D (1.25mg/mL), dispase (1mg/mL) and DNase (30μg/mL) and incubated for 45 minutes at 37°C with gentle shaking. The digested fraction was passed through a 40 μm nylon strainer and the flow-through was collected and centrifuged to obtain a pellet. Percoll gradient centrifugation was performed by using 35% Percoll. The cell pellet obtained was lysed using RBC lysis buffer and was used for further analysis. The livers were retrieved from the mice. The gall bladders were removed and the livers were excised into small pieces and placed in a digestive medium containing RPMI without FCS (3mL), 1.25mg/mL collagenase D, and 30μg/mL DNase. The fraction was incubated for 45 minutes and digestion was stopped by adding PBS+0.5% BSA+2mM EDTA and homogenized using a syringe. The digested fraction was passed through a 100μm nylon strainer and the flow-through was centrifuged. The pellet obtained was used for the Percoll gradient centrifugation using 35% Percoll. The cell pellet obtained after the Percoll gradient centrifugation was lysed using RBC lysis buffer and was used for the flow cytometric analysis.

### 2.5 Suppression Assay

CD4 T-cells (T_effector_ cells) were isolated from the spleens of wild-type mice. The cells were labeled with eFluor 660 proliferation dye from Thermo Fischer according to the manufacturer’s instructions. After the labeling, the cells were stimulated with plate-coated anti-CD3 (10µg/mL, eBioscience, Germany) and soluble anti-CD28 (1µg/mL) (eBioscience) in the presence of CD4+CD25+ cells from either wild-type or *Foxp3^cre^CREB^fl/fl^* mice in different ratios (1:0, 1:0.5, 1:0.75, and 1:1) for 3 days. After 3 days of stimulation, the cells were analyzed using flow cytometric analysis.

### 2.6 T cell differentiation assays

Magnetic Activated Cell Sorting (MACS)-isolated CD4^+^CD25^-^ T cells (2x10^6^ per mL) were incubated with plate-coated anti-CD3 (10µg/mL, eBioscience, Germany) and soluble anti-CD28 (1µg/mL) (eBioscience, Germany). T_H_0 cells were left without exogenous cytokines, and 5 ng/mL TGF-β was added to induce T_reg_ differentiation.

### 2.7 Flow cytometry

For surface staining, single cell suspensions were stained with anti-CD4, anti-CD3, anti-CD8, anti-B220, anti-CD25, CD45, anti-GL-7, anti-ICOS, anti-ST2, anti-Nrp1, and anti-PD-1 (all from eBioscience, Germany). For intracellular staining of CREB, Foxp3, CTLA-4, Helios, GATA3, T-bet, and RORγt, cells were fixed and permeabilized with a FOXP3 staining buffer set (Thermo Fischer, eBioscience, Germany) following the manufacturer’s instructions and stained with respective antibodies (eBioscience, Germany) for 30 min. Intracellular cytokines were stained with anti-IFN-γ-Alexa 647 (eBioscience, Germany) and anti-IL-17-Alexa 488 (BD, USA), and IL-10-APC (eBioscience, Germany) after PMA (30nM) and Ionomycin (1.5µM) (both Sigma-Aldrich, USA) re-stimulation in the presence of GolgiPlug/GolgiStop (BD Biosciences, USA). A daily calibrated FACS-Canto II flow cytometer (Becton Dickinson, MountainView, CA, USA) was used to perform the phenotypic analysis. Lymphocytes were gated by forward (FSC), side scatter (SSC), and CD3, CD4, and B220 expression. A figure exemplifying the gating strategies is provided in the **Supplementary Materials** (**Supplementary Figure 6**). For data analysis FCS-Express 4.0 Research Edition (DeNovo software Glendale, CA, USA) and FlowJo version 10 were used.

### 2.8 Luciferase assay

RLM cells carrying a stable pGL3-TSDR-FoxPro luciferase plasmid were kindly provided by Jochen Huehn (HZI Braunschweig, Germany). Cells were transfected with the pcDNA-CREB plasmid or pcDNA. Cells were left to rest overnight before luciferase activity was measured by using the Dual-Glo Luciferase Assay System (Promega, USA).

### 2.9 RNA isolation and real-time PCR

Total RNA from isolated T cells and colon tissue was isolated using the RNeasy Mini Kit (Qiagen, Germany). cDNA was then generated from 200 ng total RNA using the RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, USA) according to the manufacturer´s instructions. RT-PCR was performed using the SYBR Green PCR kit (Eurogentec, Germany) and data were acquired with the ABI Prism 7300 RT-PCR system (Applied Biosystems/Life Technologies, Germany). Each measurement was set up in duplicate. After normalization to the endogenous reference control gene ß-actin for mice, the relative expression was calculated.

### 2.10 RNA extraction and microarray for gene expression analysis

CD4^+^CD25^+^Nrp1^+^ T_regs_ were sorted by FACS. Genome-wide transcriptome analyses of Foxp*^cre^CREB^fl/fl^* and *CREB^fl/fl^* T_regs_ were performed in independent triplicate using Gene Chip^®^ Mouse Gene 2.0 arrays (Affymetrix, Santa Clara, CA, USA). Total RNA extraction was carried out using the RNeasy Micro Kit (Qiagen, Germany) according to the manufacturer’s protocol and then quantified (Nanodrop). RNA quality was assessed using the RNA 6000 Nano Assay with the 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Samples for the Gene 2.0 arrays were prepared and hybridized to the arrays according to the Affymetrix WT Plus Kit manual. Briefly, for each sample, 100 ng of total RNA was reverse-transcribed into cDNA using a random hexamer oligonucleotide tagged with a T7 promoter sequence. After second-strand synthesis, double-strand cDNA was used as a template for amplification with T7 RNA polymerase to obtain antisense cRNA. Random hexamers and dNTPs spiked out with dUTP were then used to reverse-transcribe the cRNA into single-stranded sense-strand cDNA. The cDNA was then fragmented with uracil DNA glycosylase and apurinic/apyrimidic endonuclease 1. The fragment size was checked using the 2100 Bioanalyzer and ranged from 50 to 200 bp. Fragmented sense cDNA was biotin-end-labeled with TdT and the probes were hybridized to the Gene 2.0 arrays at 45°C for 16h with 60 rpms. Hybridized arrays were washed and stained on a Fluidics Station 450 (program: FS450 0002) and scanned on a GeneChip^®^ Scanner 3000 7G (both Affymetrix). Raw image data were analyzed with Affymetrix^®^ Expression Console™ Software (Affymetrix, USA), and gene expression intensities were normalized and summarized with a robust multiarray average algorithm (23). Transcripts that were expressed differently more than 1.5-fold with a raw p-value lower than 0.05 between the sample groups were categorized as regulated. A enrichment analysis for Wiki pathways was performed using WebGestalt (24). For the enrichment analysis only, genes that changed at least 1.5-fold with a p-value lower than 0.05 between *Foxp3^cre^CREB^fl/fl^* and *CREB^fl/fl^* samples were taken into consideration.

### 2.11 TSDR methylation analysis

For all the methylation analyses, cells from male mice were used. Genomic DNA was prepared from FACS-sorted T_conv_ cells (CD4^+^CD25^-^) and T_reg_ cells (CD4^+^CD25^+^Nrp1^+^) from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice and subsequently converted by bisulfite according to the manufacturer’s instructions (DNeasy Blood & Tissue Kit, Qiagen; EZ DNA Methylation-Lightning Kit, Zymo Research, USA). Pyrosequencing of the Treg cell-specific demethylated region (TSDR) (chromosome position X:7583950-7584149, genome assembly GRCm38.p6) was performed as described previously (25).

### 2.12 Transposase-accessible chromatin assay using sequencing

Omni-transposase-accessible chromatin assay using sequencing (ATAC-seq) was performed according to (26, 27) with minor modifications. Prior to transposition, dead cells were removed by centrifugation (800 rpm, 4 min, 4°C). The transposition reaction was conducted with 7.5 μL Tagment DNA Enzyme 1 (TDE1) for 60 min at 37°C. Pre-amplification was conducted with NEBNext Ultra II Q5 Master Mix and Nextera PCR Primers (5 cycles). Quantitative PCR amplification was conducted with NEBNext Ultra II Q5 Master Mix, Nextera PCR Primer, and SYBR Gold to determine the number of additional cycles. PCR amplification of additional cycles was the same as for pre-amplification. PCR fragments were purified with Qiagen MinElute PCR Purification Kit and library concentration and quality were determined using an Agilent High Sensitive DNA Kit and TapeStation, respectively. ATACseq libraries were sequenced on the Illumina NextSeq 500 Platform with 75 bps paired-end reads in duplicate. ATAC-seq libraries were trimmed with Trim Galore (parameters -q 30 –paired –trim1) and aligned to the mouse genome (mm9) using Bowtie2 (28) (parameters -X2000 –no-mixed –no-discordant). Duplicate fragments were removed, and reads were filtered for alignment quality of >Q30 using samtools (29). Next, we used MAC2 (30) to perform peak calling (parameters: nomodel, nolambda, keep-dup auto, call-summits). Transcription factor footprinting and differential activity was performed using HINT-ATAC as described in Li et al. (27).

### 2.13 ELISA

Total IgG and IgE were measured from sera using the Ready-Set-Go ELISA system (affymetrix: eBioscience, USA). IL-10 was determined in cell supernatants using mouse IL-10 ELISA Ready-SET-GO! (2nd Generation) (Thermo Fisher Scientific, USA), according to the manufacturer’s instructions.

### 2.14 Statistical analysis

All data are presented as mean ± standard error (SEM). Data were tested for normality using the Shapiro–Wilk normality test. Differences between two groups were evaluated using two-tailed unpaired or paired (if indicated) Student’s t-tests. A two-tailed Mann–Whitney test was used if data were not normally distributed. One-way ANOVA was performed if there are more than two groups. Measurements were taken from distinct samples. All statistical analysis and subsequent graphics generation were performed using GraphPad Prism versions 7.0 and 8.0 (GraphPad Software, USA). A *p*-value <0.05 was statistically significant.

### 2.15 Study approval

The animal study was approved by the regional government authorities and animal procedures were performed according to German legislation for animal protection. Permission for the projects was granted by the Regierungspräsident/LANUV Nordrhein-Westfalen (81-02.04. 2017.A393).

### 2.16 Data availability

The ATAC-Seq and microarray raw datasets have been deposited in GEO under the accession codes GSE157693 and GSE157933. All data that support the findings of this study are available within the article and the **Supplementary Material**. All other data, including raw data used in each figure, will be provided upon reasonable request to the corresponding author.

## 3 Results

### 3.1 CREB enhances T_reg_ numbers but downregulates Foxp3 expression in T_regs_

CREB is a transcriptional activator and has been found to critically stabilize Foxp3 expression (31). It is therefore widely accepted that CREB promotes FoxP3 expression in T_regs_ (32–34). To verify this hypothesis *in vivo*, we generated mice with a Foxp3-specific knockout of CREB (*Foxp3^cre^CREB^fl/fl^*). To our surprise, these mice showed enhanced numbers of CD25^+^/Foxp3^+^ positive T_regs_ in the thymus (**Figures 1A, D**), spleen (**Figures 1B, D**), and pLN (**Figures 1C, D**). Splenic T_regs_ showed no altered expression of Nrp1, PD-1, CTLA4, and ICOS (**Supplementary Figures 1A, B**). There was also no convincing different expression of T_h_ lineage transcription factors GATA3 and RORyT and T-bet in CD4^+^Foxp3^+^ cells within different organs (**Supplementary Figures 2A–E**). However, *Foxp3^cre^CREB^fl/fl^* mice displayed lower Foxp3 expression in T_regs_ on the single cell level (**Figures 1E, F**), which can be explained by the fact that CREB directly activates the TSDR (31) (**Figure 1G**). To verify Cre expression in the Foxp3-Cre mice, we crossed *Foxp3^cre^CREB^fl/fl^* mice with Cre-inducible reporter mice (*ROSA^R^* ^FP^) and examined reporter gene expression in lymphocytes. RFP expression was confined to CD4^+^CD25^+^ cells, which is important for excluding cell extrinsic side-effects (**Figures 1H, I**).

**Figure 1:**
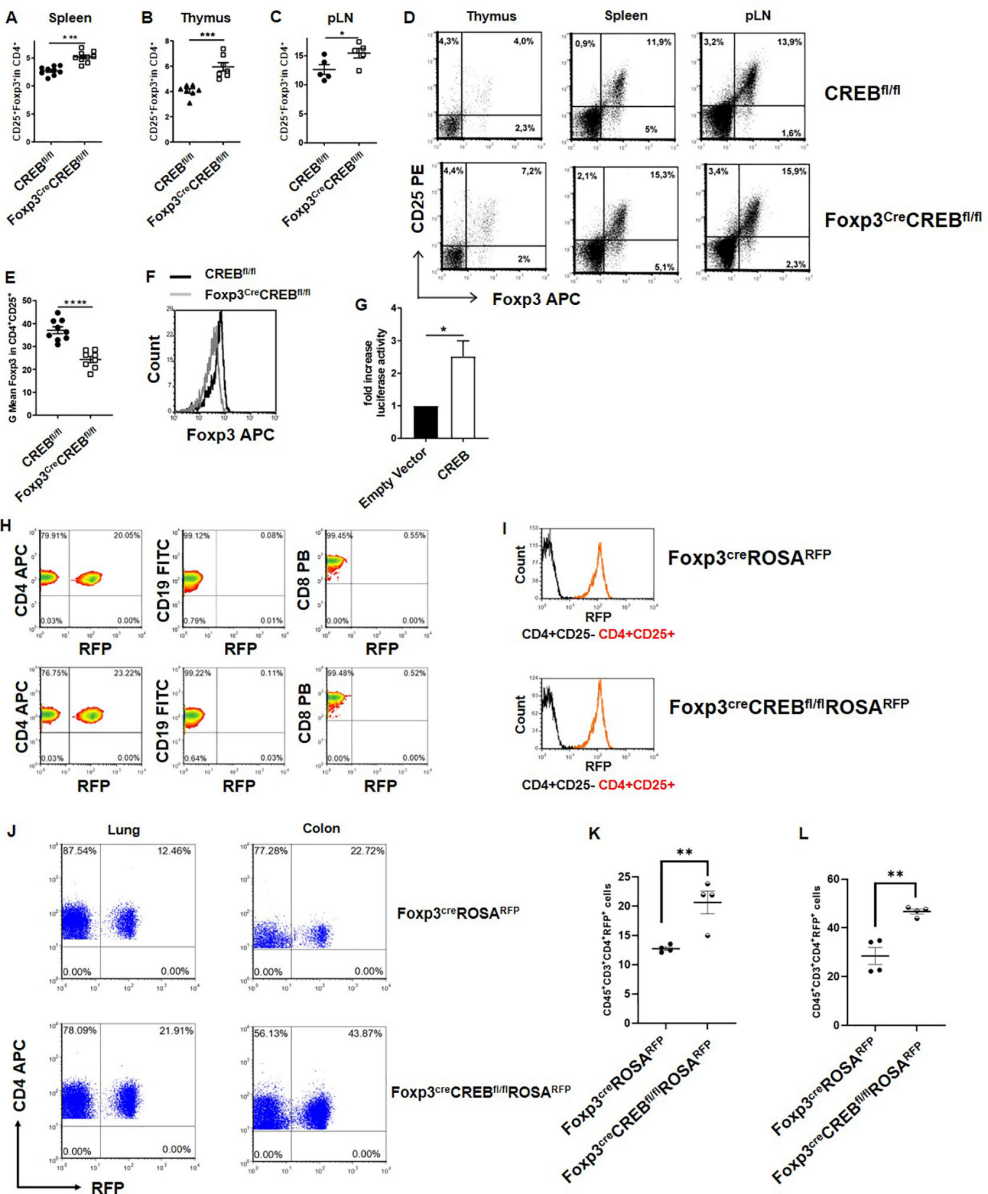
Genetic deletion of CREB in Foxp3^+^ cells increases the percentage of T_regs_ but downregulates their Foxp3 expression. **(A)** Statistical analysis of splenic T_reg_ (CD4^+^CD25^+^Foxp3^+^) percentages from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (*N* = 9, four independently performed experiments, each with 2–3 age and sex-matched mice that were 6–9 weeks old). **(B)** Statistical analysis of T_reg_ percentages within the thymuses (CD3^+^CD4^sp^CD25^+^Foxp3^+^) of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/f l^* mice (*N* = 7, three independently performed experiments, each with 2–3 age and sex-matched mice that were 6–9 weeks old). **(C)** Statistical analysis of T_reg_ (CD4^+^CD25^+^Foxp3^+^) percentages from pLNs of *CREB^fl/fl^* and *Foxp3^CRE^CREB^fl/fl^* mice (*N* =5, two independently performed experiments, each with 2–3 age and sex-matched mice that were 7–9 weeks old). **(D)** Density plot showing CD25^+^Foxp3^+^ cells gated on CD3^+^CD4^+^CD8^-^ cells in the thymuses of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (left), CD25^+^Foxp3^+^ cells gated on CD4^+^ cells in the spleens of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (middle), and CD4^+^CD25^+^Foxp3+ cells in the pLNs from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (right). **(E)** Statistical analysis of mean fluorescent intensity (MFI) of Foxp3 in *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* CD4^+^CD25^+^ T cells (*N=6*, 3 independently performed experiments, each with two animals that were 6–8 weeks old and sex- and age-matched). **(F)** Representative histogram showing an overlay of Foxp3 expression in CD4^+^CD25^+^ cells from *CREB^fl/f l^* (black) and *Foxp3^cre^CREB^fl/fl^* (grey) spleens. **(G)** RLM cells carrying a stable pGL3-TSDR-FoxPro luciferase plasmid were transfected either with an empty vector or CREB plasmid and stimulated with PMA, and luciferase activity was measured after 4 hours (*N = 5*). **(H)** Percentages of RFP^+^ cells within the CD4^+^ (on the left), CD19^+^ (in the middle), and CD8^+^ populations (on the right) in the spleens of *Foxp3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. **(I)** Representative histogram showing the MFI of RFP expression in CD4^+^CD25- (black) and CD4^+^CD25^+^ cells (red) in the spleens of *Foxp3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. **(J)** Percentage of RFP^+^ cells within the CD45^+^CD3^+^CD4^+^ population in the lungs and colons of *Foxp3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. **(K)** Statistical analysis of CD45^+^CD3^+^CD4^+^RFP^+^ cells in the lung tissue of *Foxp3^CRE^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice (*N=4*, three independently performed experiments). **(L)** Statistical analysis of CD45^+^CD3^+^CD4^+^RFP^+^ cells in the colon tissue of *Foxp3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice (*N=4*, three independently performed experiments). Two-tailed, unpaired t-tests were used to test the significance. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001 and the results are expressed as the mean ± SEM.

We further used *Foxp3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ mice to assess the percentages of T_regs_ in non-lymphoid organs. While we did not observe differences in liver tissue, we found a particularly marked upregulation of T_reg_ percentages within the lungs and colons of *Foxp3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ mice compared to *Foxp3^cre^ROSA* ^RFP^ mice (**Figures 1J–L**) and enhanced absolute numbers of T_regs_ in the colons of Foxp*3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ (**Supplementary Figure 7B**). This prompted us to analyze whether CREB expression in T_regs_ differs in different tissues. We could not find an association between high tissue-dependent CREB expression and the effects of CREB deficiency on T_reg_ percentages; however, we found a high expression of CREB in murine colonic T_regs_ (**Supplementary Figure 8**).

### 3.2 CREB-deficient T_regs_ are suppressive *in vitro*

To test whether lower Foxp3 expression affects the suppressive capacity of CREB-deficient T_regs,_ we co-cultured *CREB^fl/fl^* T_regs_ and *Foxp3^cre^CREB^fl/fl^* T_regs_ with anti-CD3 and anti-CD28 stimulated WT CD4^+^ cells. Surprisingly, *Foxp3^cre^CREB^fl/fl^* T_regs_ revealed an increased capacity to reduce CD4^+^ T cell proliferation (**Figures 2A, B**). These data suggest that deletion of CREB, despite reducing Foxp3 expression per cell, enhances the function of T_regs_. In addition, the expression of Helios was enhanced (**Figure 2C**) and bisulfite sequencing revealed a demethylated TSDR (**Figure 2D**), which suggests a stable and suppressive phenotype (35). In conclusion, despite the reduction of Foxp3 levels per cell, CREB deficiency leads to stable and functional T_regs_ *in vitro*.

**Figure 2:**
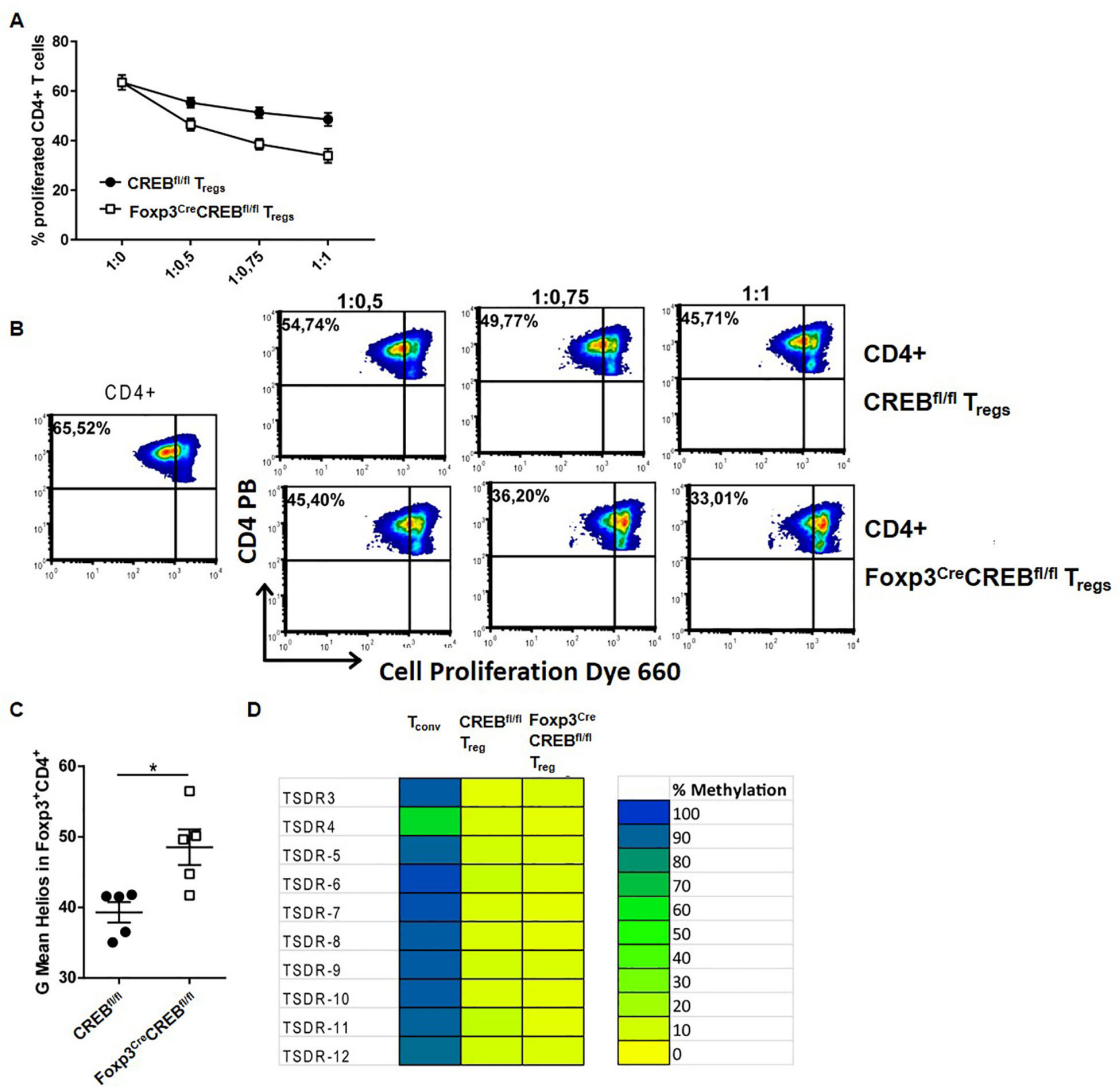
*In vitro* suppressive capacity of T_regs_ is enhanced in the absence of CREB. **(A)** WT CD4^+^ T cells from the spleens (T_eff_) were labeled with eFluor 660 and stimulated with anti-CD3/CD28 antibodies for 3 days. CD4^+^CD25^+^ T cells (T_regs_) from *CREB^fl/fl^* or *Foxp3^cre^CREB^fl/fl^* animals were added in different ratios (1:0, 1:0.5, 1:0.75, and 1:1). The proliferation of responder T cells was assessed in a eFluor 660 (eBioscience) dilution (*N = 3*) using flow cytometry **(B)** Representative density plots of **(A)**. **(C)** Statistical analysis of MFI of helios in *CREB^fl/fl^* and Foxp*3^cre^CREB^fl/fl^* CD4^+^Foxp3^+^ T cells (*N = 5*, 2 independently performed experiments, each with 2–3 animals that were 8 weeks old and sex-matched; a two-tailed Mann–Whitney test was performed to test for significance). **(D)** Representative TSDR methylation patterns of purified CD4^+^CD25^+^Nrp1^+^ T_reg_ cells and CD4^+^CD25^−^ conventional T cells isolated from the spleens of 6–8-week-old male mice (*N = 4*). Amplicons are vertically arranged, each representing a single CpG motif. The methylation rate of each motif was translated into a yellow-green-blue color code. *p<0.05, and all the results are expressed as the mean ± SEM.

### 3.3 CREB-deficient T_regs_ reveal gene expression signature with enhanced expression of IL-10, IL-4, IL-13, and ST2

To understand why CREB-deficient T_regs_ are suppressive despite reduced Foxp3 expression, we performed a whole transcriptome analysis (Affymetrix HTA2 arrays) of flow-sorted (CD4^+^CD25^+^Nrp-1^+^) *Foxp3^cre^CREB^fl/fl^* and *CREB^fl/fl^* T_regs_ (**Supplementary Figure 3A**) and appropriate wild-type mice because, at the time of this analysis, the *Foxp3^CRE^CREB^fl/fl^ ROSA^R^* ^FP^ mice were not yet available. Using a fold-change of 1.5 and a p-value of less than 0.05, we found 111 downregulated and 122 upregulated genes in the *Foxp3^cre^CREB^fl/fl^* compared to the *CREB^fl/fl^* T_regs_, and among them, IL-10 and IL-13 were the two most differentially regulated in the *Foxp3^cre^CREB^fl/fl^* T_regs_ (**Figure 3A**). KEGG pathway analysis revealed an enrichment of differentially regulated genes in pathways that are associated with Th2 cytokines, such as asthma, Th2 and Th2 cell differentiation, and cytokine-cytokine receptor interaction pathways (**Figure 3B**). Higher *Il13* and *Il10* mRNA expression in *Foxp3^cre^CREB^fl/fl^* T_regs_ could be further confirmed by RT-qPCR (**Figures 3C, D**). CD4^+^CD25^+^Foxp3^+^ cells also showed enhanced IL-10 protein levels after 3 days of CD3/CD28 stimulation, as assessed by flow cytometry (**Figures 3E, F**). *In vitro* T_reg_ differentiation with TGF-β revealed a reduced capacity of *Foxp3^cre^CREB^fl/fl^* T cells to differentiate towards Foxp3^+^ cells, while IL-10 expressing cells within Foxp3^+^ cells were enhanced (**Figure 3G**). Furthermore, IL-10 cytokine expression of TGF-β−stimulated *Foxp3^cre^CREB^fl/fl^* T cells measured by ELISA was enhanced, as was *Il13, Il5*, and *Il10* mRNA expression, which suggests that CREB deficiency in T_regs_ induces a Th2-biased phenotype (**Figures 3H-L**). Beyond cytokines, Il1r1 (ST2) showed enhanced expression on the microarray. ST2, the receptor of IL-33, is preferentially expressed on colonic T_regs_, where it promotes T_reg_ function and adaptation to the inflammatory environment. It provides a necessary signal for T_reg_-cell accumulation and maintenance in inflamed tissues, and it was shown to regulate IL-10-expressing T_regs_ in the gut (8). In addition, IL-33 has been identified as a major interleukin in asthma pathology (36). ST2 was highly expressed in the *Foxp3^cre^CREB^fl/fl^* T_regs_, which was confirmed by flow cytometry (**Figures 3M, N**). Moreover, the whole transcriptome analysis also revealed an upregulated expression of CREM in *Foxp3^cre^CREB^fl/fl^* T_regs_ and qRT-PCR also showed tendentially enhanced CREM expression in *Foxp3^cre^CREB^fl/fl^* T_regs_ (**Figure 3O**). In conclusion, these data suggest that CREB deletion induces ST2^+^ T_regs_. This finding led us to investigate the protein expression of ST2 within different organs in *Foxp3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. ST2 expression was clearly enhanced in T_regs_ in the thymus, spleens, mesenteric lymph nodes, lungs, and colons of these mice (**Figures 3P–T**).

**Figure 3:**
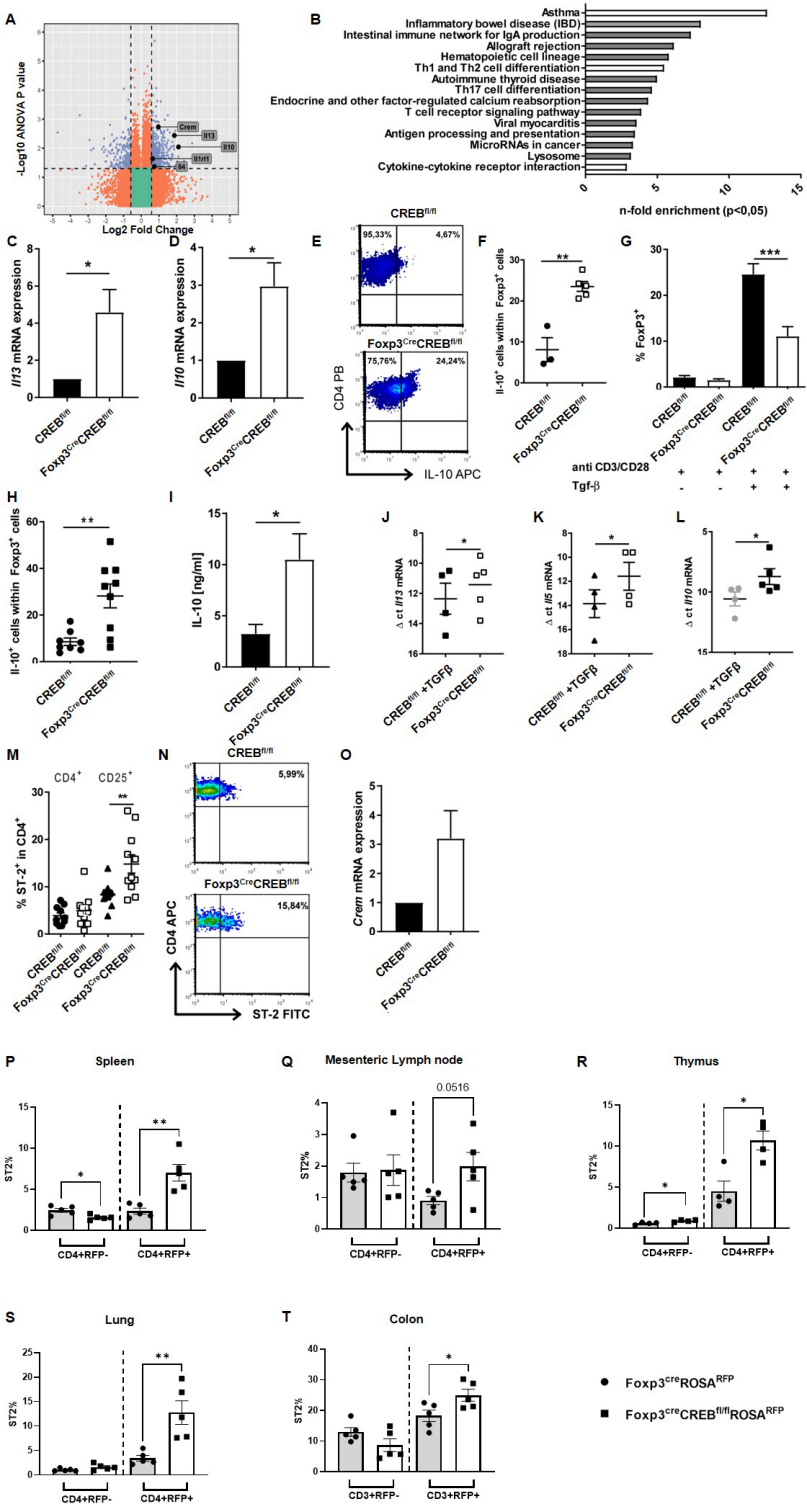
Altered gene expression in CREB deficient T_regs_. **(A)**Gene expression in T_regs_ from the spleens of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice. Colors indicate significant upregulation or downregulation of at least 1.5-fold with a p-value not more than 0.05 (blue); regulation of at least 1.5-fold or regulation with p-value not more than 0.05 (red). **(B)** Selection of pathways and associated genes that were significantly enriched. **(C)** N-fold *Il13* mRNA expression in splenic T_regs_ from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (*N = 5*, male, 8–10 weeks old) analyzed by RT-qPCR. Bars indicate the mean and error bars the SEM, and a two-tailed one-sample test was used to test for significance. **D)** N-fold *Il10* mRNA expression in splenic T_regs_ from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (*N = 5*, male, 8–10 weeks old) analyzed by RT-qPCR. Bars indicate mean and error bars SEM, and a two-tailed one-sample test was used to test for significance. **E)** MACS-isolated T cells from spleens were stimulated *ex vivo* with anti-CD3/CD28 antibodies for 3 days and re-stimulated with PMA/Ionomycin in the presence of Golgi Plug™. A representative density plot shows IL-10 production in CD4^+^Foxp3^+^ cells. **(F)** Statistical analysis of IL-10 expression of Foxp3^+^ cells after treatment as in **(E)** (*N = 3* independent experiments, each dot represents one animal, two tailed unpaired t-test. **(G)** CD4^+^CD25^-^ T cells were stimulated with anti-CD3/CD28 antibodies in the presence/absence of 5 ng/mL TGF-β for 5 days. Percentages of Foxp3^+^ cells from six independently performed experiments were determined, each with the spleen from one mouse (*N =13 CREB^fl/fl^* and *N=12 Foxp3^cre^CREB^fl/fl^* mice), and a two-tailed unpaired t-test was used to test for significance. **(H)** Statistical analysis of IL-10^+^ cells within Foxp3^+^ cells after treatment as in G). An unpaired two-tailed t-test was used to test for significance, each dot represents one animal, and error bars the SEM. **(I)** IL-10 in supernatants of CD4^+^CD25^-^ T cells after stimulation with anti-CD3/CD28 antibodies in the presence of 5 ng/mL TGF-β for 5 days was measured by ELISA, and an unpaired two- tailed t-test was performed to test for significance. The bars indicate the mean and the error bars the SEM (*N = 6*). (**J–L)** Δ ct mRNA expression of cells after treatment as in **(G)** Each dot represents one animal and error bars the SEM. Two-tailed unpaired t-tests were used to test for significance. (**M)** Statistical analysis of splenic ST2^+^ cells within CD4^+^ and CD4^+^CD25^+^ cells of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice. There were three independently performed experiments (*N = 10 CREB^fl/fl^* and *N =11 Foxp3^cre^CREB^fl/fl^* mice), a two-tailed unpaired t-test was used to test for significance, and each dot represents one animal and error bars the SEM. (**N)** Representative density plot of M. (**O)** N-fold *Crem* mRNA expression in splenic T_regs_ from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice (N = 3, male, 8**–**10 weeks old) cells analyzed by RT-qPCR. (**P–T)** Statistical analysis of ST2^+^ in CD4+ and CD4+RFP+ cells in *Foxp3^cre^ROSA^RFP^* (*N = 5*) and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* (N = 5) in the (**P)** spleens, (**Q)** mesenteric lymph nodes, (**R)** thymuses, and (**S)** lungs. Bars indicate mean and error bars the SEM, and a two-tailed unpaired t-test was used to test for significance. (**T)** Statistical analysis of ST2+ in CD3+ and CD3+RFP+ cells in *Foxp3^cre^ROSA^RFP^* (*N = 5*) and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* (*N = 5*) in the colon. A two-tailed unpaired t-test was used to test for significance. *p<0.05, **p<0.01, and ***p<0.001, and the results are expressed as the mean ± SEM.

### 3.4 *Foxp3^cre^CREB^fl/fl^* T cells dampen inflammation in experimental colitis

Since ST2^+^T_regs_ also play a protective role in intestinal mucosal inflammation (8), we performed a transfer of *Foxp3^cre^CREB^fl/fl^* T cells (CD4+CD25-) or appropriate *CREB^fl/fl^* T cells (CD4+CD25-) into lymphopenic Rag2^-/-^ mice. This usually results in the development of colitis within 5 weeks. Strikingly, the transfer of *Foxp3^cre^CREB^fl/fl^* T cells did not result in the expected weight loss (**Figure 4A**) and the recipient mice displayed decreased intestinal inflammation (**Figures 4B, C**). Furthermore, there was a significant decrease of *Il6, Tnfa, Il17a*, and *Ifng*, along with a non-significant trend towards decreased *Il1b* in the gut (**Figure 4D**) and reduced IFN-γ production. There was also a trend towards reduced IL-17A in CD4^+^ T cells in the mLNs (**Supplementary Figure S4E–G**). Limitations include the absence of IL-6 and TNFα protein data due to the limited availability of the tissue. The experiment was repeated with CD4+CD25- T cells from *Foxp3^cre^ROSA^R^* ^FP^ and *Foxp3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ mice into Rag2-/- mice and with CD4+CD25- cells from *CREB^fl/fl^ and VAV^cre^CREB^fl/fl^* mice into Rag2-/- mice, with the same results. The transfer of CD4+CD25- T cells from *Foxp3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ mice (**Figures 5A–G**) and from *VAV^cre^CREB^fl/fl^* prevented the development of colitis (**Supplementary Figure 11**) and resulted in enhanced accumulation of RFP+ T_regs_ in different organs (**Figures 5A–G**). Interestingly, RFP+ T_regs_ also accumulated in the liver, while we did not find a difference in the RFP expression in the *Foxp3^cre^CREB^fl/fl^ ROSA^R^* ^FP^ mice under steady state conditions.

**Figure 4:**
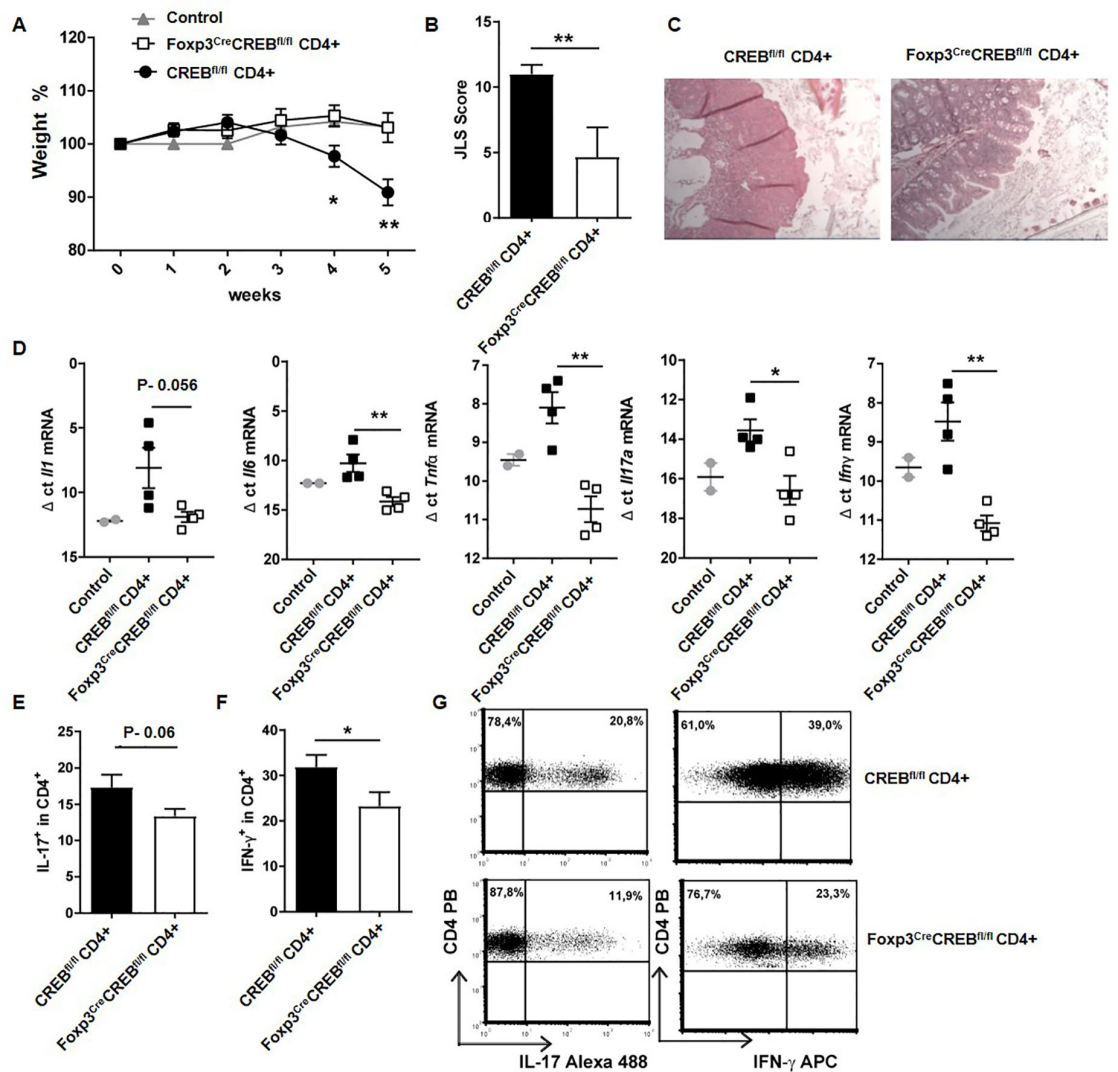
*Foxp3^cre^CREB^fl/fl^* CD4+ T cells induce only moderate inflammation in experimental colitis. Rag2^-/-^ mice were adoptively transferred CD4^+^ CD25^-^ wild-type cells (*CREB^fl/fl^* CD4^+^) or *Foxp3^cre^CREB^fl/fl^* CD4^+^ CD25^-^ T cells. Untreated Rag^-/-^ mice were used as controls. Mice were weighed and sacrificed 5 weeks after transfer. **(A)** Body weight as a percentage of starting weight. A two-tailed unpaired t-test were used to test for significance (*N = 11 CREB^fl/fl^*, *N = 9 Foxp3^cre^CREB^fl/fl^* recipients, and five control Rag^-/-^ mice were analyzed in three independently performed experiments). **(B)** Results of histological JLS score of colon sections (two independently performed experiments; *CREB^fl/fl^* recipients N = 5, *Foxp3^cre^CREB_fl/fl_* recipients N = 6; a two-tailed Mann**–**Whitney test was used). **(C)** Representative photomicrographs of H&E-stained colon sections imaged using 10x magnification. **(D)** Expression of inflammatory cytokines analyzed by RT-qPCR. Dots represent Δ ct values normalized to β-actin. Each dot represents one animal (ct levels are inversely proportional to the amount of target nucleic acid in the sample). Two-tailed unpaired t-tests were used to test for significance (*N = 2* control mice, *N = 4 CREB^fl/f^*, *N = 4 Foxp3^cre^CREB^fl/fl^* recipients). **(E)** Statistical analysis of IL-17^+^ cells within CD4^+^ cells in mLNs (three independently performed experiments, *CREB^fl/fl^* recipients N = 9, *Foxp3^cre^CREB^fl/fl^* recipients N = 9). A two-tailed unpaired t-test was used. **(F)** Statistical analysis of IFN-γ^+^ cells within CD4^+^ cells in mLNs (Three independently performed experiments; *CREB^fl/fl^* recipients *N = 11*, *Foxp3^cre^CREB^fl/fl^* recipients *N = 9*). A two-tailed unpaired t-test was used. **(G)** Representative dot plots of E and **(F)** *p<0.05 and **p<0.01 and the results are expressed as the mean ± SEM.

**Figure 5:**
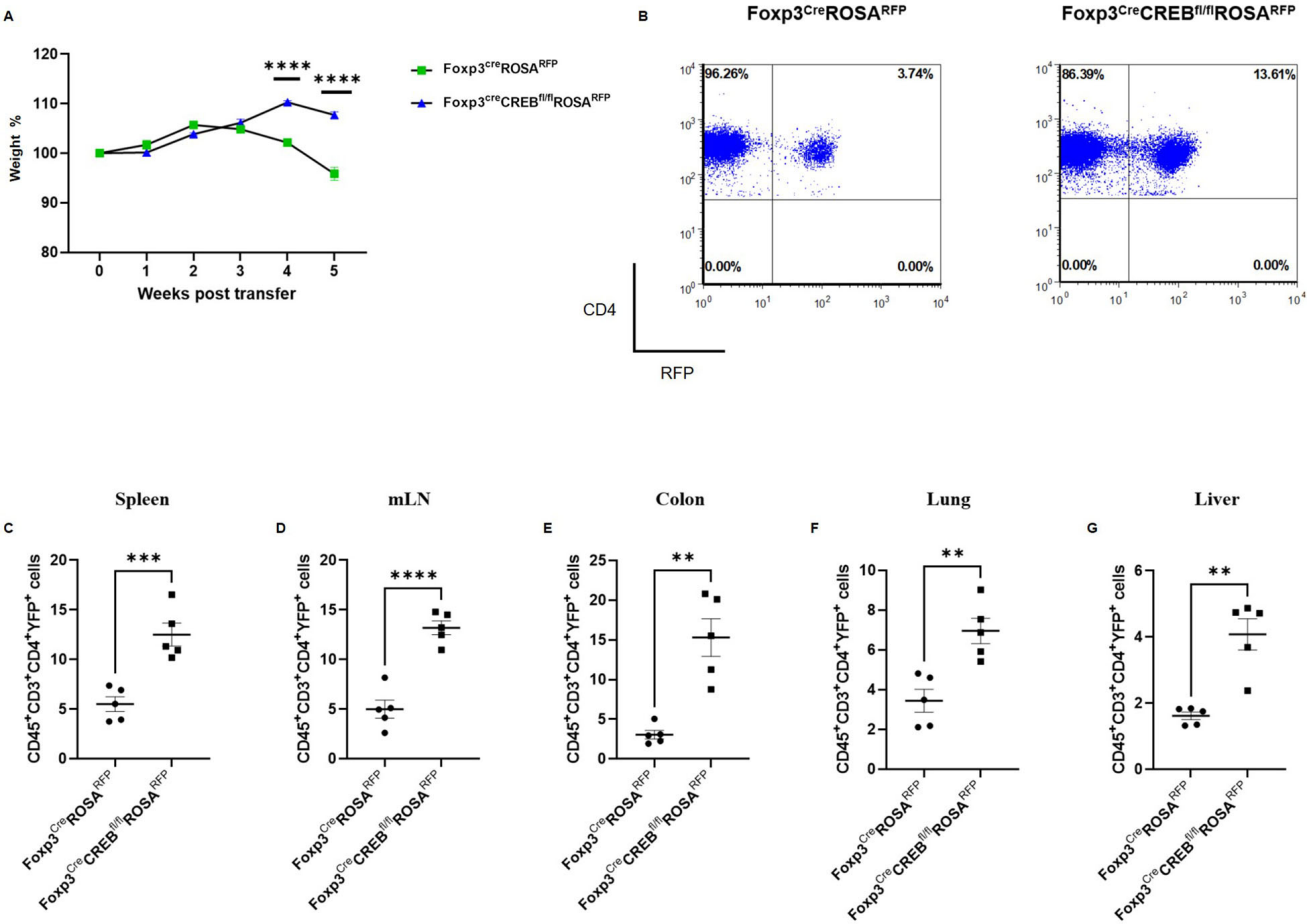
*Foxp3^cre^CREB^fl/fl^ROSA^RFP^* CD4+ T cells induce only moderate inflammation in experimental colitis, while CD4+RFP+ cells expand in peripheral tissues. Rag2^-/-^ mice were adoptively transferred CD4^+^ CD25^-^ wild-type cells (*Foxp^cre^ROSA^RFP^* CD4^+^) or *Foxp3^cre^CREB^fl/lf^ROSA^RFP^* CD4^+^ CD25^-^ T cells. Mice were weighed and sacrificed 5 weeks after transfer. **(A)** Body weight as a percentage of starting weight. A two-tailed unpaired t-test was used to test for significance (*N = 5 Foxp^cre^ROSA^RFP^* and *N = 5 Foxp3^cre^CREB^fl/lf^ROSA^RFP^* recipient mice were analyzed in one independently performed experiment). B) Dot plots representing frequencies of RFP^+^ cells within the CD45^+^CD3^+^CD4^+^ population in the spleens of Rag2-/- mice that received cells from either *Foxp3^cre^ROSA^RFP^* or *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. Percentages of CD45^+^CD3^+^CD4^+^RFP^+^ cells in the **(C)** spleens, **(D)** mLNs, **(E)** colons, **(F)** lungs, and **(G)** livers. A two-tailed unpaired t-test was used. **p<0.01, ***p<0.001, and ****p<0.0001 and the results are expressed as the mean ± SEM.

### 3.5 Blockade of IL-10 but not of ST2 signaling reverses the protective effects of *Foxp3^cre^CREB^fl/fl^* T cells in experimental colitis

ST2^+^ T_regs_ are protective in intestinal inflammation (8), and,in addition, they are Th_2_ biased and release IL-10 (37). To decipher whether *Foxp3^cre^CREB^fl/fl^* T cells prevent colitis through IL-10 production and/or ST2 expression, we performed an adoptive transfer colitis experiment with anti-IL10R antibodies or recombinant soluble ST2 (sST2). sST2 acts as a decoy for IL-33 and inhibits its biological activity (38). The blockade of IL-10 signaling induced colitis in the formerly resistant *Foxp3^cre^CREB^fl/fl^* T cell-recipient mice (**Figures 6A–C**), while the ST2 blockade had no effect on disease progression (**Supplementary Figure 4**).

**Figure 6:**
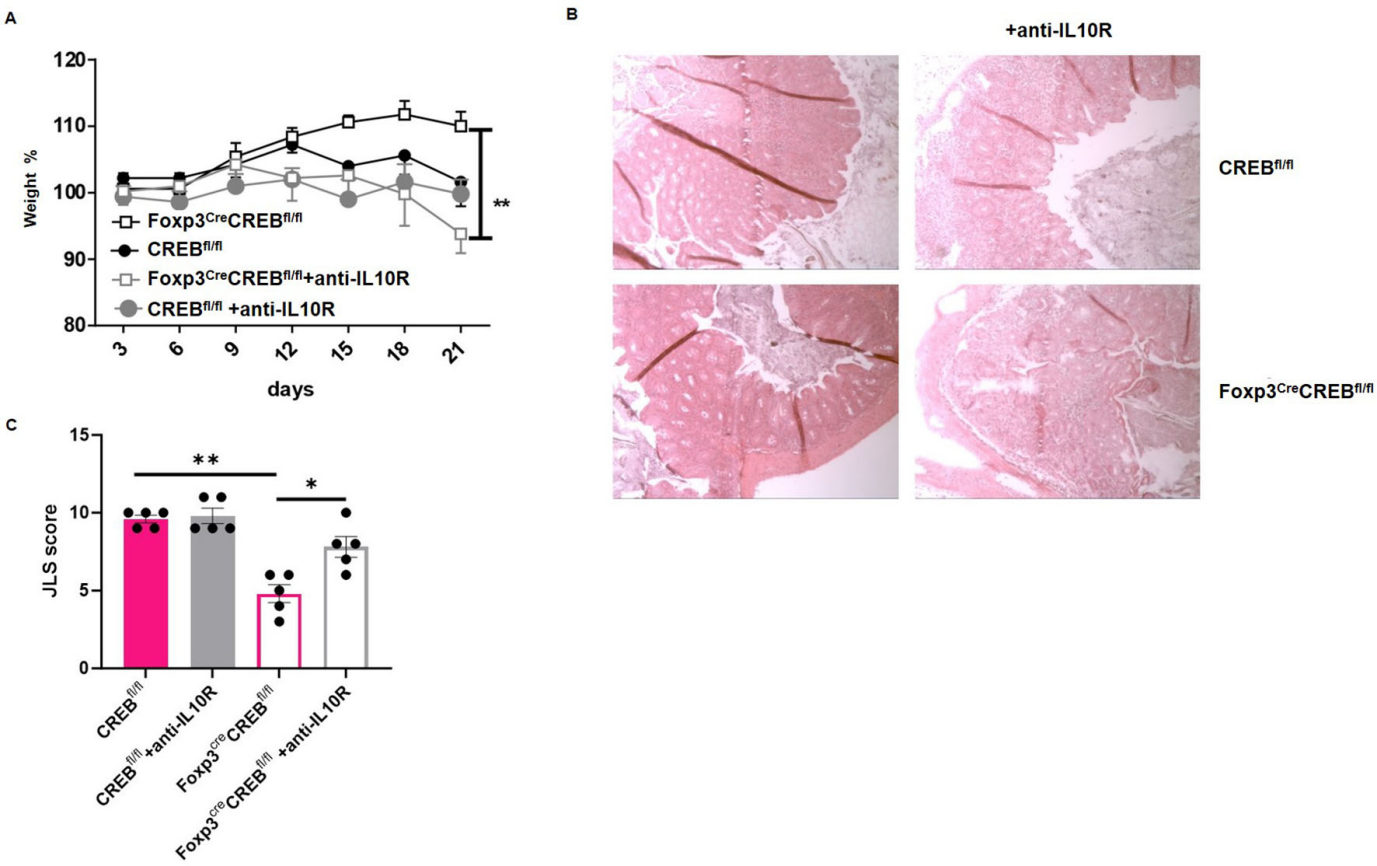
Reduced colitis in *Foxp3^cre^CREB^fl/fl^* CD4^+^ T cell recipients depends on IL-10 signaling. Rag2^-/-^ mice were adoptively transferred CD4^+^ wild-type cells (WT CD4^+^) or *Foxp3^cre^CREB^fl/fl^* CD4^+^ T cells. Mice were either treated with an anti-IL10R antibody or an isotype control. **(A)** Body weight as a percentage of starting weight. Bars indicate mean and error bars the SEM (*N=5* animals in each group; a two-tailed unpaired t-test was used; two independently performed experiments). **(B)** Representative photomicrographs of a H&E-stained colon section from *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* CD4^+^ T cell recipients that were treated with anti-IL10R, imaged using 10x magnification. **(C)** Results of histological JLS score of colon sections (two independently performed experiments with overall *N=5* mice in each group; a two-tailed Mann**–**Whitney test was used to test for significance). *p<0.05 and **p<0.01 and the results are expressed as the mean ± SEM.

### 3.6 Genome-wide chromatin accessibility of WT and CREB-deficient T_regs_

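Open chromatin of splenic T_regs_ was profiled by ATAC-seq in 3 libraries from *CREB fl/fl* mice and 3 from *Foxp3 creCREB fl/fl* mice that were 6 to 12 weeks old. In this assay a transposase cuts accessible DNA, and sites where many sequenced fragments pile up are called as peaks. The authors aligned the trimmed 75 bp read pairs with Bowtie2, removed duplicates and called peaks with MACS2. Their lists give each peak's fold over background as a ratio and its p and q values as -log10. The peak lists used here are 1 per group, with none per library, so a difference between mice could not be tested. The labels give 3 libraries per group and the paper's methods describe sequencing in duplicate. The labels also call the control group wild type and the other group a knockout. These were taken as *CREB fl/fl* and *Foxp3 creCREB fl/fl* from the series design and the paper's account of its ATAC-seq. How the libraries were joined before peak calling is not named in the paper's text. All cells of a library were profiled together, so a change per cell and a changed mix of cells cannot be told apart.
The *CREB fl/fl* list held 100771 accessible regions and the *Foxp3 creCREB fl/fl* list 94499. Of the *CREB fl/fl* regions, 84252 overlapped a *Foxp3 creCREB fl/fl* region and 16519 did not (16.4%, Wilson 95% interval 16.2 to 16.6). Of the *Foxp3 creCREB fl/fl* regions, 6244 had no counterpart (6.61%, 6.45 to 6.77). Promoters, taken as regions within 1 kb of a transcription start site, made up 20.9% of the shared *CREB fl/fl* regions, 11.6% of the *CREB fl/fl*-only regions and 11.9% of the *Foxp3 creCREB fl/fl*-only regions. The number of fragments over each summit, here called the pileup, and the background behind it were recovered from the authors' fold and p. The median pileup was 90 in *CREB fl/fl* and 66 in *Foxp3 creCREB fl/fl*, over genome backgrounds of 8.44 and 5.09, so that the *CREB fl/fl* list was 1.66 times as deep, if both lists were called with the same handling of fragments, which they do not show. A group-only region is one with no called counterpart, which is not the same as no signal.
For 82004 shared regions the pileups of both groups were compared, each over the genome background of its list. The median log2 ratio of *Foxp3 creCREB fl/fl* to *CREB fl/fl* was 0.15. Every ratio in the comparisons that follow is given relative to this median, and each would be 0.15 higher without that shift. With group-only regions put at the depth of the *Foxp3 creCREB fl/fl* list, a test added after the lists were seen, 2387 *CREB fl/fl*-only and 2557 *Foxp3 creCREB fl/fl*-only regions had a -log10 p of at least 8, and 4928 *CREB fl/fl*-only regions did so once the shift was included. Distances in kb to a start site run from the summit of a region. Their exact binomial 95% intervals cover counting error only. Positions refer to GRCm38: 59.2% of 41219 annotated start sites had a *CREB fl/fl* peak within 1 kb, against 13.3% after a shift of the sites by 100 kb.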

To analyze whether CREB deletion alters chromatin accessibility at different promoters and enhancers, we performed ATAC-seq in *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* T_regs_. 

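The half-site TGACG of the CRE, the DNA element bound by CREB and CREM, was frequent in regions that were less accessible in *Foxp3 creCREB fl/fl* T_regs_. Among the shared regions, 96 had a pileup at least 2-fold and 5 counting SDs lower in *Foxp3 creCREB fl/fl* than in *CREB fl/fl*, and 68 were higher by the same rule. Without the shift to the median the numbers were 57 and 124. Of the lower regions, 54 held the half-site (56.3%, Wilson 95% interval 46.3 to 65.7), against a median of 25.0% in 10000 random lists of regions matched on pileup, promoter status and length. Of the higher regions, 27 held it (39.7%, 28.9 to 51.6), against 20.6% in matched lists.
The whole palindrome TGACGTCA was rare in both sets. It was present in 3 lower regions, at the promoters of *Nr4a2*, *Epop* and *Tbc1d31*, and in 3 higher regions. The nearest start sites of the higher ones were those of *Il1rl1* (36.2 kb), *Mtap* (128 kb) and *Nefl* (35.3 kb). Matched lists held the palindrome in up to 4.17% of the lower and 2.94% of the higher regions (upper ends of the central 95%). Its 3.13% of the lower regions therefore lay within the range and its 4.41% of the higher regions above it. *Nr4a2* encodes an orphan nuclear receptor and is a classical CREB target, in a block of 5 Mb where 4 of 113 shared regions passed the rule, 2 of them at the gene. Its promoter region on chromosome 2 (57114422 to 57115453) had a pileup of 455 in *CREB fl/fl* and 63 in *Foxp3 creCREB fl/fl*, a relative log2 ratio of -2.27 (95% interval -2.68 to -1.89). The CRE lies at 57115078 to 57115085 in the sequence ATTTCCGACCTGACGTCACGACTGGGGC. The promoter of *Epop*, which encodes a partner of the Polycomb repressive complex, had a ratio of -1.20 (-1.51 to -0.89), and that of *Tbc1d31* -1.02 (-1.43 to -0.64). Apart from *Il1rl1*, the genes of these regions were named after their values were seen. On chromosomes other than 1 and 15, which held more such regions than the rest, 36 of 52 lower regions had the half-site (69.2%). There 20 of 45 higher regions had it too (44.4%). Matched lists had 26.9% for the lower and 20.0% for the higher regions. With 1 mismatch allowed outside the central CG, the CRE was in 17 of the lower regions (17.7%, against 5.21% in matched lists).
Most CRE regions were accessible in both groups. Of 1127 *CREB fl/fl* regions with a CRE, 1064 (94.4%, 92.9 to 95.6) overlapped a *Foxp3 creCREB fl/fl* region, and 95.2% (central 95% from 94.1 to 96.2) did so in random lists matched on the authors' fold and promoter status. Of 1043 *Foxp3 creCREB fl/fl* regions with a CRE, 1032 (98.9%) overlapped a *CREB fl/fl* region, against 98.2% (97.4 to 98.9). Both shares lay within the range of their matched lists. The first fell below its range in 4 of 13 alternative settings, among them a reciprocal overlap (-1.95 points) and matching also on length (-1.24 points), and the second rose above it in 5 of 13. Across 1072 shared regions with a CRE the median relative log2 ratio was -0.04, below the range of matched lists (-0.01 to 0.01); without the shift to the median both would be above 0, and the difference between them the same. The palindrome TGAGCTCA, searched as a control, also had a median of -0.04 (1234 regions), below its own range of -0.02 to 0.01. The RUNX word had -0.04 as well, below its range of -0.02 to -0.01. Relative to the median of its matched lists the CRE was at -0.044, TGAGCTCA at -0.031 and the RUNX word at -0.030. TAGCGCTA, the control that keeps the CG, had 0.00 (86 regions), within its wide range of -0.04 to 0.04. The AP-1 motif, bound by FOS, JUN and BATF proteins, was in 23 of the higher regions (33.8%, against 14.7% in matched lists) and in 15 of the lower ones (15.6%).
Footprints of bound factors (Fig. 7A) need the reads and were not analysed here. From those footprints the paper reasons on the binding activity of CREB and CREM.

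**Figure D1:**
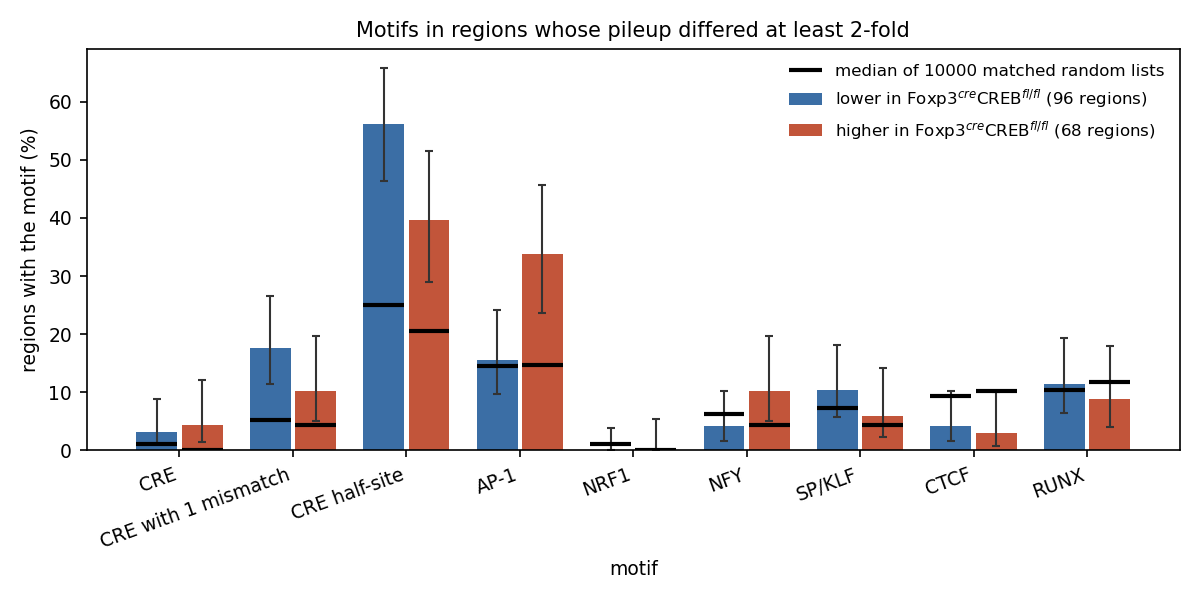
Percentage of regions that hold each motif (vertical axis) among the 96 shared regions with a lower and the 68 with a higher pileup in *Foxp3 creCREB fl/fl*, by motif (horizontal axis). Error bars are Wilson 95% intervals, and black lines are the medians of 10000 matched random lists, 25.0% for the half-site in the lower regions.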

We observed a decrease in open chromatin around CREB and CREM motifs in the *Foxp3^cre^CREB^fl/fl^* mice, which indicates loss of binding activity of these transcription factors in these cells (**Figure 7A**). 

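Accessible regions upstream of *Il1rl1*, which encodes the IL-33 receptor ST2, were in part more accessible in *Foxp3 creCREB fl/fl* T_regs_. The paper reports more ST2+ cells among these splenic T_regs_, so this does not show a change per cell. *Il1rl1* (ENSMUSG00000026069.15) lies on the forward strand of chromosome 1 from 40429570 to 40465415. Within the gene and 50 kb on each side, 25 regions were shared, 1 was *CREB fl/fl*-only and 1 was *Foxp3 creCREB fl/fl*-only. The largest difference was at 40393182 to 40393582, 36.2 kb upstream of the start site, where the pileup was 39 in *CREB fl/fl* (4.62 times background) and 75 in *Foxp3 creCREB fl/fl* (14.7 times). This is a relative log2 ratio of 1.52 (95% interval 0.95 to 2.12), the only one in this window past the rule of 2-fold and 5 counting SDs. Of 602 shared regions within 10 Mb of *Il1rl1*, 2 passed that rule (0.332%), and on the whole of chromosome 1 it was 0.558%. The promoter region (40429023 to 40429572) had pileups of 52 and 50, a ratio of 0.52 (-0.07 to 1.11), an interval that would lie above 0 without the shift to the median. The region 4.05 kb upstream (40425300 to 40425694) had a ratio of 0.34 (-0.23 to 0.91). Ratios were higher, with intervals above 0, at 40386214 to 40386517 (0.58, 0.04 to 1.13), at 40412545 to 40412708 (0.88, 0.20 to 1.56) and in an intron at 40444716 to 40445082 (0.73, 0.05 to 1.42). They were lower, with intervals below 0, at 40380973 to 40381402 (-0.33, -0.62 to -0.04) and, in *Il18r1*, at 40475659 to 40476168 (-0.30, -0.48 to -0.12) and 40479472 to 40479906 (-0.34, -0.55 to -0.14), intervals that would include 0 without the shift to the median.
The *Foxp3 creCREB fl/fl*-only region (40391519 to 40391631) had a pileup of 21, and the *CREB fl/fl*-only region in an intron (40442008 to 40442100) a pileup of 24. On the downstream side, over *Il18r1*, which encodes a chain of the IL-18 receptor, and up to the promoter of *Il18rap*, 8 of 10 shared regions were lower in *Foxp3 creCREB fl/fl*, with a median ratio of -0.26. The *Il18rap* promoter was not among them (0.26, -0.04 to 0.55). Upstream and in the gene body, 9 of 15 were higher, with a median of 0.05.
The sequence TGACGTCA occurred in 2 of these accessible regions. One is the region 36.2 kb upstream, at 40393358 to 40393365 (AGGAGGCTGGTGACGTCATGCTGTGTCA). The other is in an intron of *Il1rl1*, at 40437160 to 40437167 (AAGTACAAGATGACGTCATGGATAAGAT), in a region with pileups of 50 in *CREB fl/fl* and 20 in *Foxp3 creCREB fl/fl* and a ratio of -0.74 (-1.57 to 0.03). No CRE was found in the promoter region. With a minimum of overlap asked of both regions, 5 regions were *CREB fl/fl*-only and 6 were *Foxp3 creCREB fl/fl*-only.

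**Figure D2:**
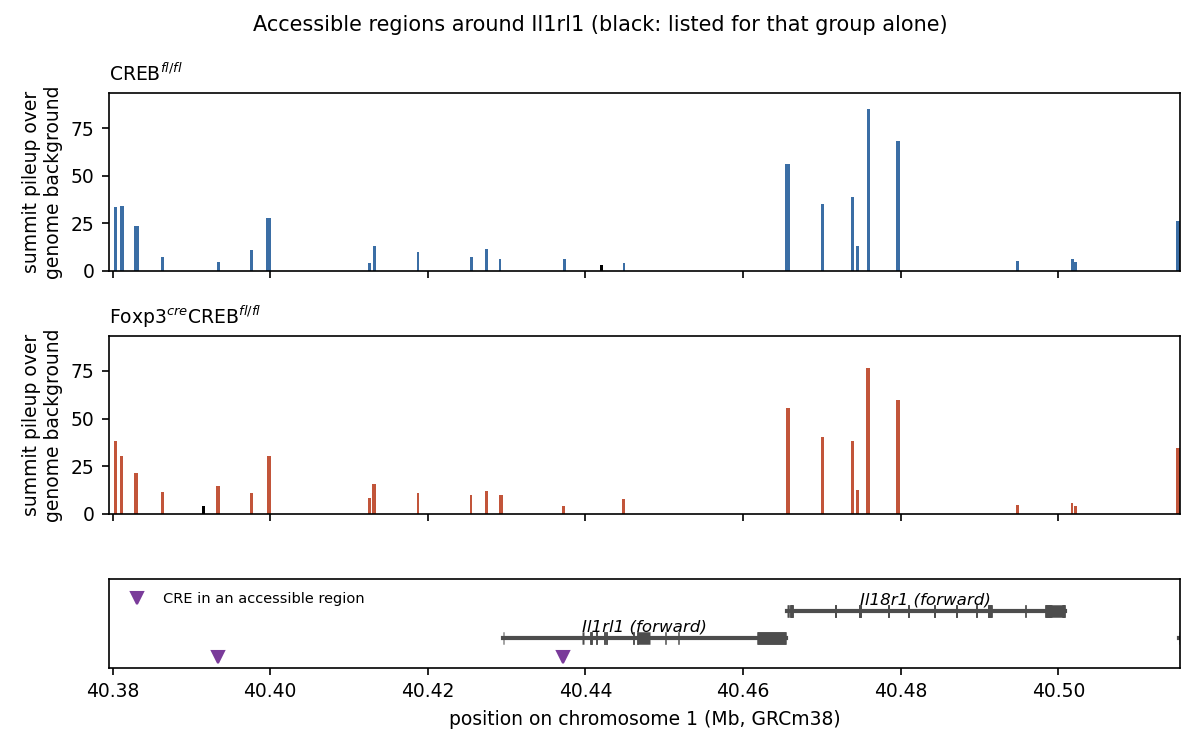
Summit pileup over the genome background (vertical axes) of the accessible regions in *CREB fl/fl* and *Foxp3 creCREB fl/fl* along chromosome 1 (horizontal axis, Mb), with the genes and the CREs in accessible regions underneath. The region at 40393182 stands at 4.62 times background in *CREB fl/fl* and 14.7 times in *Foxp3 creCREB fl/fl*; narrow regions are drawn wider for visibility.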

The *Il1rl1* (ST2) region showed significant differences in open chromatin around the original and an alternative promoter in T_regs_ from the *Foxp3^cre^CREB^fl/fl^* mice, while canonical CRE motifs, which are 8-base pair palindromic sequences (5′-TGACGTCA-3′), could not be identified (**Figure 7B**). In addition, the IL-10 enhancer region showed clear differences between the two mouse strains. 

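Upstream of *Il10*, the gene of the anti-inflammatory cytokine, ratios went both ways and none passed the rule of 2-fold and 5 counting SDs. *Il10* (ENSMUSG00000016529.5) lies on the forward strand of chromosome 1 from 131019845 to 131024974, and 11 shared regions and 1 *Foxp3 creCREB fl/fl*-only region lay in the gene or within 20 kb of it. The *Foxp3 creCREB fl/fl*-only region (131010265 to 131010373), 9.54 kb upstream, had a pileup of 47 (9.24 times background). It adjoins a shared region at 131010401 to 131011044 with pileups of 354 in *CREB fl/fl* and 242 in *Foxp3 creCREB fl/fl* and a relative log2 ratio of 0.03 (95% interval -0.21 to 0.27). Of the 11 shared regions 7 were higher in *Foxp3 creCREB fl/fl*, and the lowest ratio among them all was -0.35. The region at 131000517 to 131000731 was higher in *Foxp3 creCREB fl/fl*, with a ratio of 0.69 (0.12 to 1.25). The region at 131003110 to 131003750 was lower, with pileups of 300 and 164 and a ratio of -0.29 (-0.57 to -0.01), an interval that would include 0 without the shift to the median. It holds a CRE at 131003555 to 131003562 (GAGGCCGTCATGACGTCACGGACGTCAG).

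**Figure D3:**
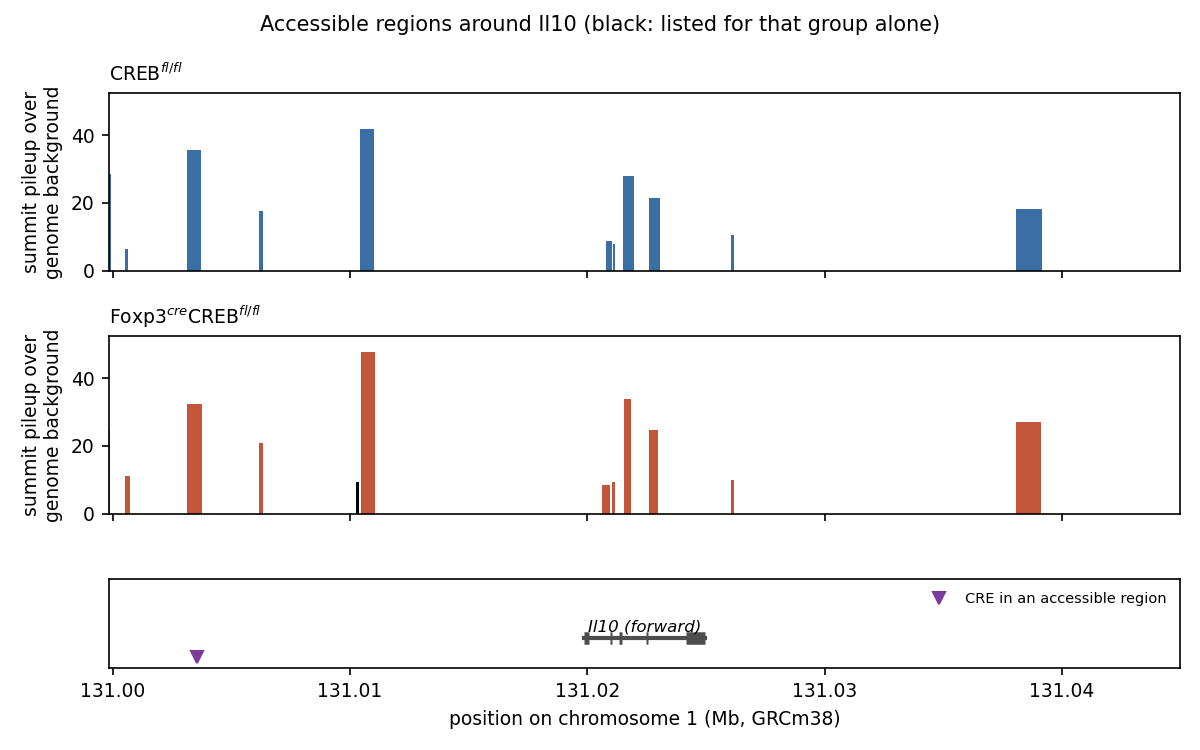
Summit pileup over the genome background (vertical axes) of the accessible regions around *Il10* in *CREB fl/fl* and *Foxp3 creCREB fl/fl* along chromosome 1 (horizontal axis, Mb), with the gene and the CRE in an accessible region underneath. The *Foxp3 creCREB fl/fl*-only region 9.54 kb upstream, in black, stands at 9.24 times background; narrow regions are drawn wider for visibility.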

Within this region, binding sites for Nrf1 were identified, which is a CREB-dependent transcription factor (39). Moreover, we found a change in open chromatin of an alternate promoter of CREM (**Figure 7C**). 

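The consensus of NRF1, a regulator of nuclear-encoded mitochondrial genes, was searched as GCGCNTGCGC or GCGCANGCGC. It occurred 0 times between 130999845 and 131044974 on chromosome 1, the window of *Il10* with 20 kb on each side, whether or not the sequence was accessible. The AP-1 motif TGASTCA was in 7 of the accessible regions of this window, and the CRE occurred 2 times, once in an accessible region. Exact words were searched, so weaker NRF1 sites that a position weight matrix would score were not counted.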

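An internal promoter of *Crem*, a CREB-related factor whose internal promoter drives the ICER repressors, was somewhat less accessible in *Foxp3 creCREB fl/fl* T_regs_, while the main promoter was not. *Crem* (ENSMUSG00000063889.16) lies on the reverse strand of chromosome 18 from 3266048 to 3337748. Both regions at the internal start sites had lower pileups in *Foxp3 creCREB fl/fl*. The region at 3280692 to 3281535 had pileups of 781 in *CREB fl/fl* and 435 in *Foxp3 creCREB fl/fl*, a relative log2 ratio of -0.26 (95% interval -0.44 to -0.09). The region at 3281669 to 3282019 had pileups of 496 and 253, a ratio of -0.39 (-0.61 to -0.17). Beside them a *CREB fl/fl*-only region at 3280529 to 3280631 had a pileup of 143 (16.9 times background). The shared regions hold 3 CREs, at 3281101 to 3281108 (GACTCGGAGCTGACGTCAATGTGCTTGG), at 3281168 to 3281175 (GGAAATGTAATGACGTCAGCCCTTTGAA) and at 3281821 to 3281828 (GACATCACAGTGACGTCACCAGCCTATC).
An intronic region downstream of them (3270289 to 3271203) had a ratio of -0.37 (-0.62 to -0.13). The main promoter (3336688 to 3338390) had pileups of 1318 and 919 and a ratio of 0.06 (-0.06 to 0.18); it holds the only NRF1 motif of the window, GCGCGTGCGC at 3337839 to 3337848. Of the other group-only regions, both in introns, 1 was *Foxp3 creCREB fl/fl*-only (3293099 to 3293257, pileup 31, 6.09 times background) and 1 was *CREB fl/fl*-only (3329224 to 3329315, pileup 35, 4.14 times). None of the *Crem* ratios reached 2-fold. Without the shift to the median the interval of the first internal region would include 0, and that of the second would stay below it. The interval of the intronic region at 3270289 would then include 0 too, and that of the main promoter would lie above 0.

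**Figure D4:**
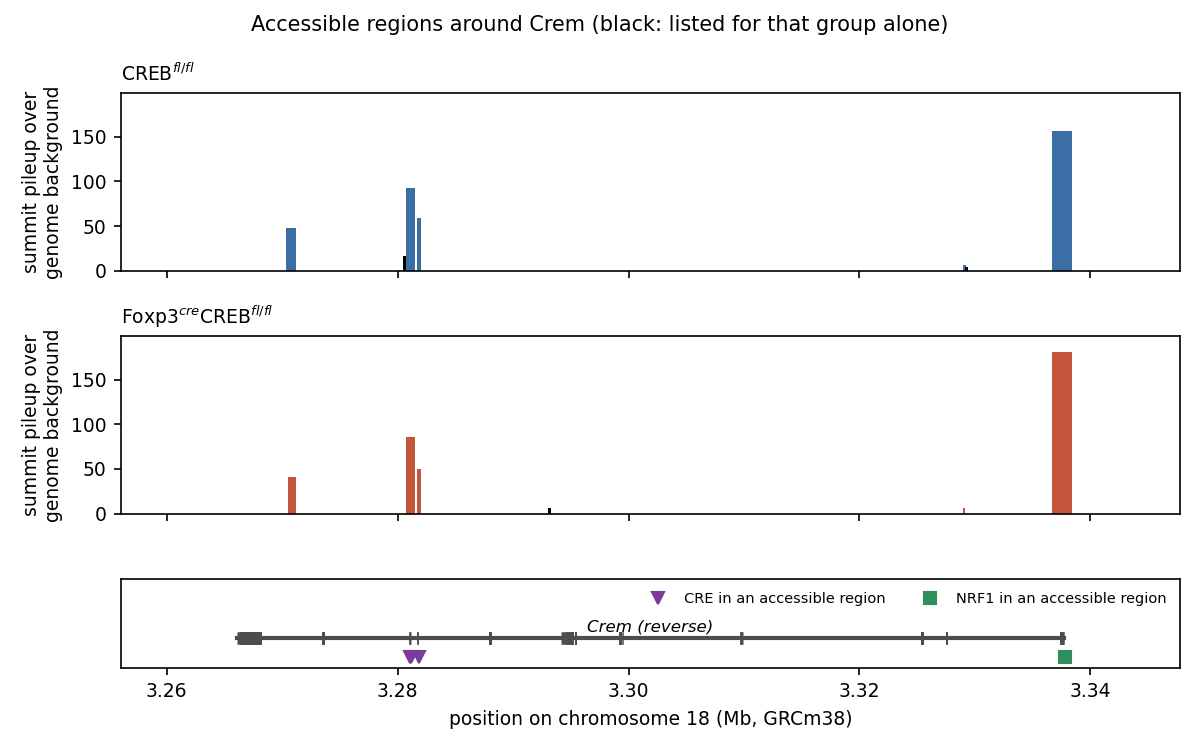
Summit pileup over the genome background (vertical axes) of the accessible regions around *Crem* in *CREB fl/fl* and *Foxp3 creCREB fl/fl* along chromosome 18 (horizontal axis, Mb), with the gene, the CREs and the NRF1 motif in accessible regions underneath. The *CREB fl/fl*-only region beside the internal promoter, in black, stands at 16.9 times background; narrow regions are drawn wider for visibility.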

CREM has been identified as one of the most regulated genes in ST-2 positive colonic T_regs_ of healthy mice (40). To prove whether CREM is involved in the regulation of ST2, we generated *Foxp3^cre^CREB^fl/fl^CREM^-/-^* mice. *In vitro* differentiation towards Foxp3+ cells was not significantly diminished in *Foxp3^cre^CREB^fl/fl^CREM^-/-^* mice (**Figure 7D**). Furthermore, deletion of CREM normalized Foxp3 expression per cell in CREB-deficient T_regs_ at least to some extent (**Figure 7E**) but reversed the expression of ST2 (**Figure 7F**). Taken together, our data suggest that the interaction of CREB and CREM determines the expression of Foxp3 and ST2 and the induction of CREM in CREB-deficient T_regs_ contributes to reduced Foxp3 expression. To prove the effect *in vivo*, we performed a transfer of *Foxp3^cre^CREB^fl/fl^* CREM^-/-^ T cells (CD4+CD25-) or appropriate wild-type T cells (CD4+CD25-) into lymphopenic Rag2^-/-^ mice. The additional genetic deletion of CREM reversed the effect of the CREB deletion and resulted in enhanced colitis severity, measured by JLS (The Jackson Laboratory Scoring) score in the transferred mice (**Figure 7G**).

**Figure 7:**
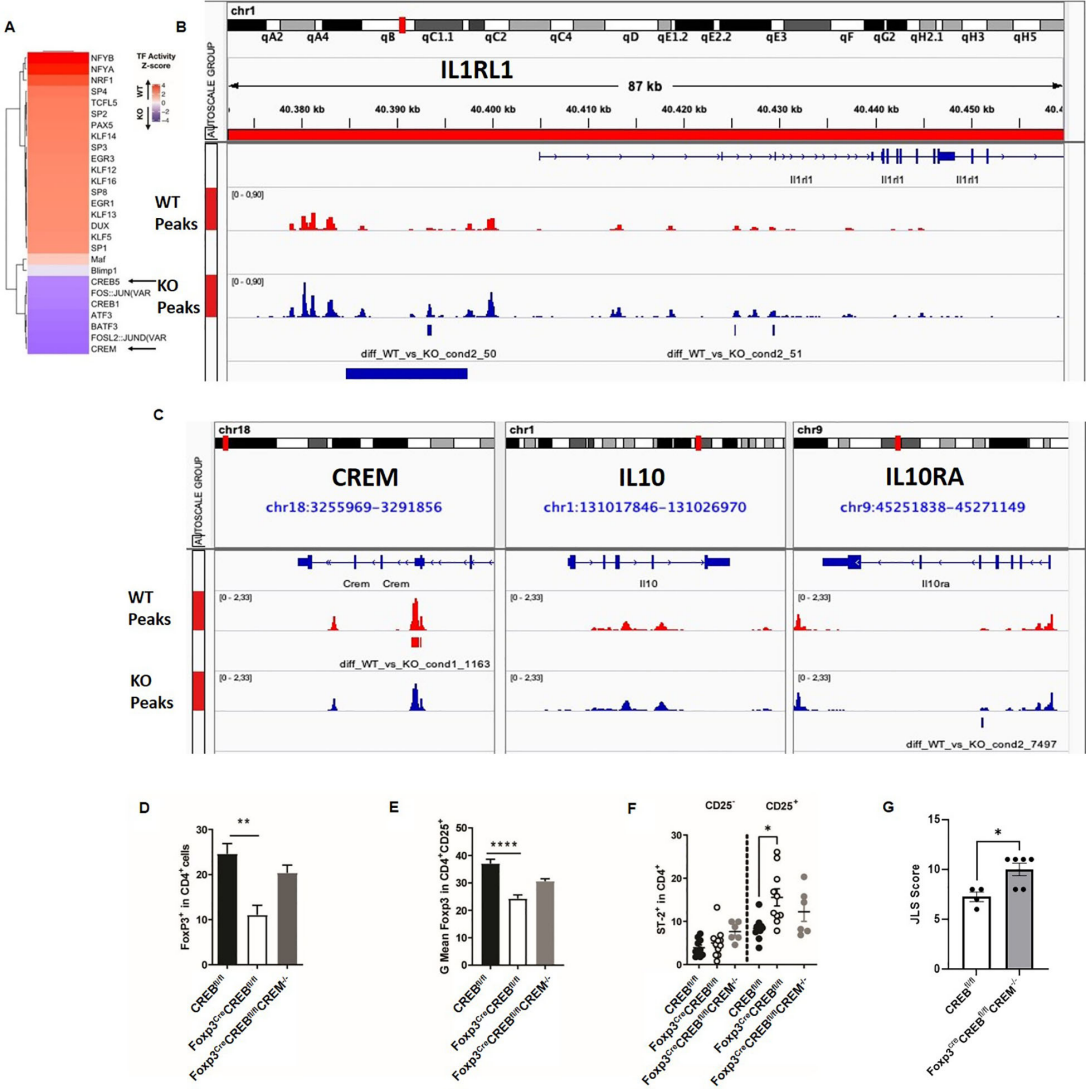
Genome-wide chromatin accessibility of *CREB^fl/fl^* and *Foxp3^cre^CREB^fl/fl^* mice. **(A)** ATAC-seq foot printing analysis indicates a decrease in TF activity for CREB and CREM upon CREB KO and an increase in TF activity of NRF1 upon CREB KO (p-value < 0.05; z-test). **(B, C)** Example of genes with loss of chromatin accessibility upon CREB KO includes enhancer regions around SC-2/Il1rl1 (blue peaks) and an alternative promoter of CREM (red peaks) (adjusted p-value < 0.05; MACS2 diff. peak caller). **(D)** CD4^+^CD25^-^ T cells were stimulated with anti-CD3/CD28 antibodies in the presence/absence of 5 ng/mL TGF-β for 5 days. Percentages of Foxp3^+^ cells from six independently performed experiments were determined, each with the spleen from one mouse (*N* = 13 *CREB^fl/fl^*, *N = 12 Foxp3^cre^CREB^fl/fl^*, and *N = 3 Foxp3^cre^CREB^fl/fl^CREM* ^-/-^ mice; a two-tailed unpaired t-test was used to test for significance; bars indicate the mean and error bars the SEM). **(E)** Statistical analysis of MFI of Foxp3 in *CREB^fl/fl^* (*N* = 13), *Foxp3^cre^CREB^fl/fl^* (N = 9), and *Foxp3^cre^CREB^fl/fl^CREM* ^-/-^ (*N* =3) CD4^+^CD25^+^ T cells. Bars indicate the mean and error bars the SEM, and a two-tailed unpaired t-test was used to test for significance. **(F)** Statistical analysis of ST2^+^ in CD4^+^ and CD4^+^CD25^+^ cells in *CREB^fl/fl^* (*N* = 5), *Foxp3^cre^CREB^fl/fl^* (*N = 6*), and *Foxp3^cre^CREB^fl/fl^CREM* ^-/-^ (*N* =3) CD4^+^CD25^+^ T cells. Bars indicate the mean and error bars the SEM, and one-way ANOVA was used to test for significance. **(G)** Rag2^-/-^ mice were adoptively transferred *CREB^fl/fl^* CD4 T-cells (CD4^+^CD25-) or *Foxp3^cre^CREB^fl/fl^* CREM^-/-^ CD4^+^ T cells (CD4+CD25-). Histological JLS score results of the colon sections (one experiment with overall *N=4/5* mice in each group; a two-tailed Mann**–**Whitney test was used to test for significance). *p<0.05, **p<0.01, and ****p<0.0001 and the results are expressed as the mean ± SEM.

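Regions with the NRF1 motif were accessible in both groups. Of 2073 such regions in *CREB fl/fl*, 2061 (99.4%) overlapped a *Foxp3 creCREB fl/fl* region, against 99.1% in matched random lists, and of 2054 in *Foxp3 creCREB fl/fl*, 2045 (99.6%) overlapped a *CREB fl/fl* region, against 99.5%. Both shares lay within the central 95% of their lists. Across 2066 shared regions with the motif the median relative log2 ratio was 0.03, above the range of matched lists (0.01 to 0.02). The medians of AP-1 (0.04) and CTCF (0.05) were farther above theirs. Of the regions past the rule of 2-fold and 5 counting SDs, 0 held the NRF1 motif. At *Il10ra* (ENSMUSG00000032089.16), which encodes the ligand-binding chain of the IL-10 receptor on chromosome 9, 11 regions were shared and 1 in an intron (45267268 to 45267375, 1.84 kb from a start site) was *Foxp3 creCREB fl/fl*-only, with a pileup of 50 (9.83 times background). The intronic region at 45264455 to 45264831 had a ratio of 0.69 (0.11 to 1.27), and the promoter region at 45268716 to 45269307 a ratio of 0.04 (-0.20 to 0.27). Of the 11 shared regions only 3 were higher in *Foxp3 creCREB fl/fl*. The median ratio of all 11 was -0.11 and the lowest -0.37. Accessible regions of *Il10ra* held 0 CREs and 0 NRF1 motifs. MACS2's differential peak calls (Fig. 7B, C) need the reads and were not analysed here.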

## 4 Discussion

In this study, we provide evidence that CREB cells intrinsically regulate Foxp3 expression in T_regs_ and thereby play a critical role in T_reg_ cell-mediated immune homeostasis. In detail, CREB deficient T_regs_ showed a reduced expression of Foxp3 per cell but enhanced expression of ST2, IL-10, and IL-13. Enhanced IL-10 expression of CREB-deficient T_regs_ prevents T cell-mediated colitis. Enhanced IL-10 expression is also a hallmark of ST2^+^ T_regs_. ST2 is expressed on colonic T_regs_ and enhances local intestinal T_reg_ cell responses (8). We identified particularly enhanced expression of T_regs_ in the colons and lungs of *Foxp3^cre^CREB^fl/fl^* mice, which also includes upregulation of ST2 expression and may contribute to the unexpectedly protective role of CREB deletion in T_regs_ in type I immune responses. This protective role is in line with Wang et al. (19) who demonstrated an important role for CREB in regulating the balance between Th17 cells and T_regs_. They showed that mice bearing a deletion of CREB in all CD4^+^ T cells prevented T cell-mediated transfer colitis comparable to our model. Moreover, these mice were also resistant in an EAE model. This protective effect in EAE was surprisingly lost when CREB was specifically deleted in T_regs_. Nevertheless, except in the EAE model, Wang et al. did not analyze the Foxp3-specific CREB-deleted mice in further detail.

We hypothesize that, in particular, the enhanced IL-10 secretion prevented colitis in Rag-/- mice that received *Foxp3^cre^CREB^fl/fl^* CD4+ T cells. IL-10 is an important regulator of intestinal homeostasis, as IL-10 and IL-10R deficient mice spontaneously develop intestinal inflammation (41, 42) and blocking IL-10 signaling induced colitis in *Foxp3^cre^CREB^fl/fl^* T cell recipients that were previously resistant. It has been shown before that CREB induces IL-10 transcription in macrophages. Our data, thus, were highly unexpected and do not support these findings but may instead argue for cell-dependent mechanisms that regulate IL-10 expression. 

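In the body of *Il10* no difference between T_regs_ of both groups exceeded counting error at this depth. The intervals are wide, so equal accessibility was not shown. The region nearest to the start site of *Il10*, at 131020618 to 131021024, is intronic by its summit, 1.03 kb downstream. Its edge lies within 1 kb of the start site at 131019845, so that by its edge it would count as a promoter region. The relative log2 ratios of the 4 shared intronic regions were -0.18 (95% interval -0.76 to 0.38), 0.07 (-0.50 to 0.63), 0.12 (-0.17 to 0.41) and 0.06 (-0.28 to 0.39), and each interval included 0. Behind the gene, the region at 131026042 to 131026171 had a ratio of -0.23 (-0.77 to 0.28). The distal region at 131038052 to 131039159, 18.4 kb from the start site, was higher in *Foxp3 creCREB fl/fl*, with pileups of 153 in *CREB fl/fl* and 137 in *Foxp3 creCREB fl/fl* and a ratio of 0.42 (0.08 to 0.76).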

Our ATAC-seq data however do not show a direct effect of CREB expression on chromatin accessibility within the IL-10 enhancer and promoter region, thus we currently cannot mechanistically explain these findings.

We also found enhanced percentages of T_regs_ within the thymus, spleens, and pLNs but reduced Foxp3 expression per cell within peripheral lymphoid organs. Wang et al. also suggest that compensation by related transcription factors such as CREM exist. Interestingly and corroborating that theory, we found a clear upregulation of CREM in CREB-deficient T_regs_ and additional deletion of CREM recuperates Foxp3 expression in CREB deficient T_reg_ cells, while it downregulates ST2 expression. Strikingly, CREM expression, which was enhanced in *Foxp3^cre^CREB^fl/fl^* T_regs_, was found before as a highly regulated gene in ST2-positive colon and skin T_regs_ (40). Delacher et al. characterized ST2^+^ tissue T_regs_ that are present in all non-lymphoid tissues, which were found to express killer cell lectin-like receptor subfamily G1 (KLRG1) and Th2-associated factors, including IL-10 (11, 12). These “tisT_regs_ST-2” cells are programmed by BATF (12) in lymphoid organs and perform important tissue homeostasis and regenerative functions. Our data point to the fact that the expression of CREB and CREM also regulate these tisT_reg_ST2 in non-lymphoid tissues such as the colon, lungs, and liver. Spath et al. vigorously analyzed ST2 trajectories in mice and showed a high plasticity in ST2 expression and hierarchies in tissue-specific phenotypes (43). In addition, they found that ST2^+^ T_regs_ were highly proliferative and had a high migratory potential. This is in line with our findings that these cells can be found in the spleen, lung, liver, mLN, and the colon. They additionally found a high prevalence in skin and VAT, which was not analyzed in our setting. When comparing the transcriptional profiles with our analyses, we can confirm an upregulation of PTPN13 in our data (1.97-fold) and a regulation of Rab4a (-1.51-fold) between the CREB-deficient T_regs_ and wild-type T_regs_, and the other factors that distinguished ST2^+^ from ST2^-^ T_regs_ (Lyn, Gata3, Rln3, Klrg1, and Tbc1d4) were not different. Interestingly, in their analysis, ST2^+^ T_regs_ were enriched in more activated, differentiated T_reg_ populations, such as ID2^+^ T_regs_, and ID2 was upregulated in our analysis as well (1.7-fold) (43).

The limitations of our study are that we mainly mechanistically analyzed splenic T_regs_, while ST2 is a hallmark of tissue T_regs_, and further analysis will show how this affects local T_regs_ and tissue homeostasis. We observed an increase in regulatory T cell (Treg) frequencies and elevated ST2 expression in both lung and colon mucosal tissues. However, a limitation of our current study is that we did not perform comprehensive epigenetic and transcriptional profiling of the T_regs_ from these tissues, nor did we investigate the role of CREM, which has been suggested to compensate for ST2 expression from the splenic T_regs_. These important aspects will be addressed in future studies to provide a deeper understanding of the mechanisms underlying T_reg_ function and regulation in mucosal environments. Another issue is that it is not clear how CREB activation is regulated in T_regs_. CREB has nine serine residues in the kinase inducible domain (KID) that can be phosphorylated and activated by different kinases and different phosphorylation patterns of CREB can exert opposite effects. Further research will therefore be necessary to identify therapeutic targets to directly influence CREB activity in T_regs_. In conclusion, we provide evidence that CREB plays a pivotal role in T_regs_. CREB is an important transcription factor to maintain Foxp3 expression, and the interaction of CREM and CREB is crucial for the expression of ST2 in T_regs_. A lack of CREB enhances IL-10 expression and thereby prevents Th1-mediated diseases.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE157693 https://www.ncbi.nlm.nih.gov/geo/, GSE157933.

# Supplementary material for: CREB regulates Foxp3+ST-2+ TREGS with enhanced IL-10 production
**Source:** Front Immunol. 2025 Jul 24;16:1601008. doi: 10.3389/fimmu.2025.1601008
**Supplement:** Supplementary file 1

**APPENDIX B**

**SUPPLEMENTARY FIGURES**

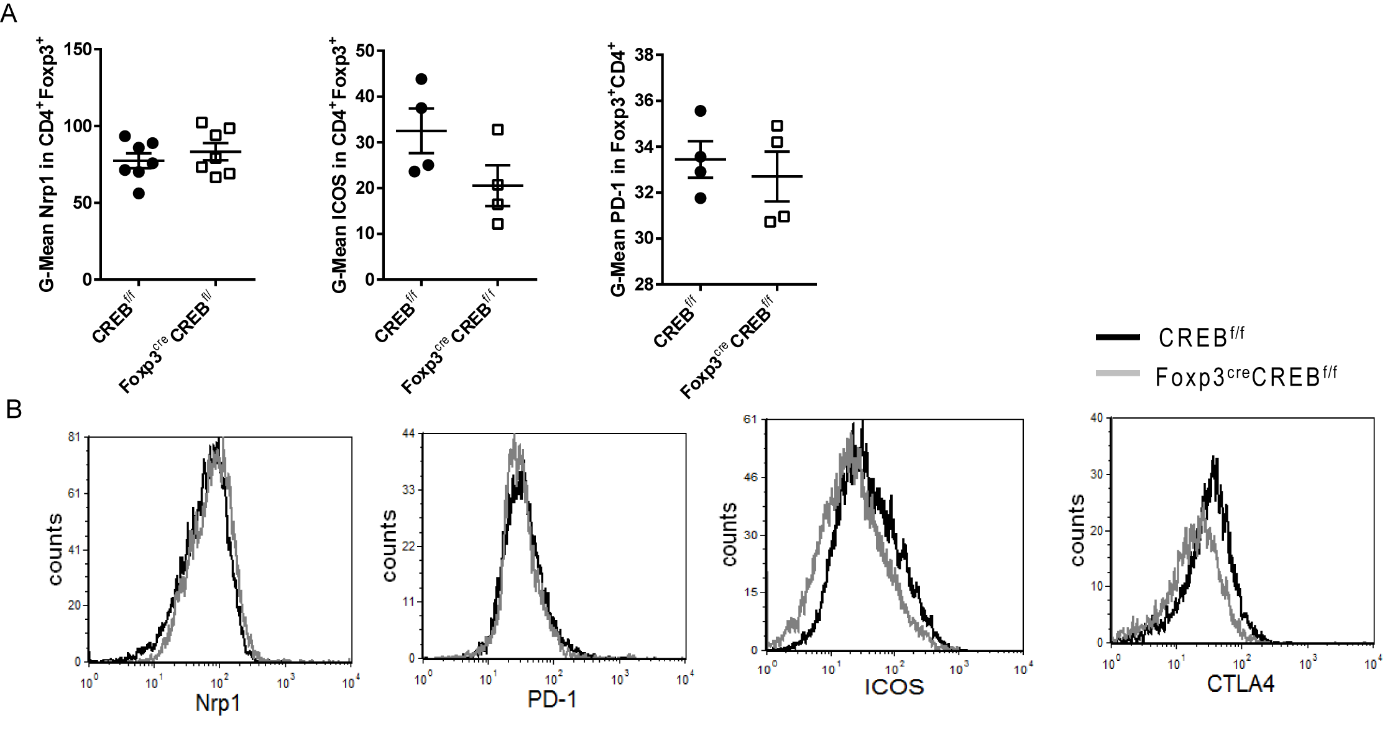

**Supplementary Figure 1:** **Characterization of CREB-deficient T_reg_ cells.** **A)** Statistical analysis and **B)** representative histograms of T_reg_ cell markers in CD4^+^Foxp3^+^ splenic cells. Mice were 6-9 weeks old, and sex and age matched. For A, results are expressed as the mean ± SEM.

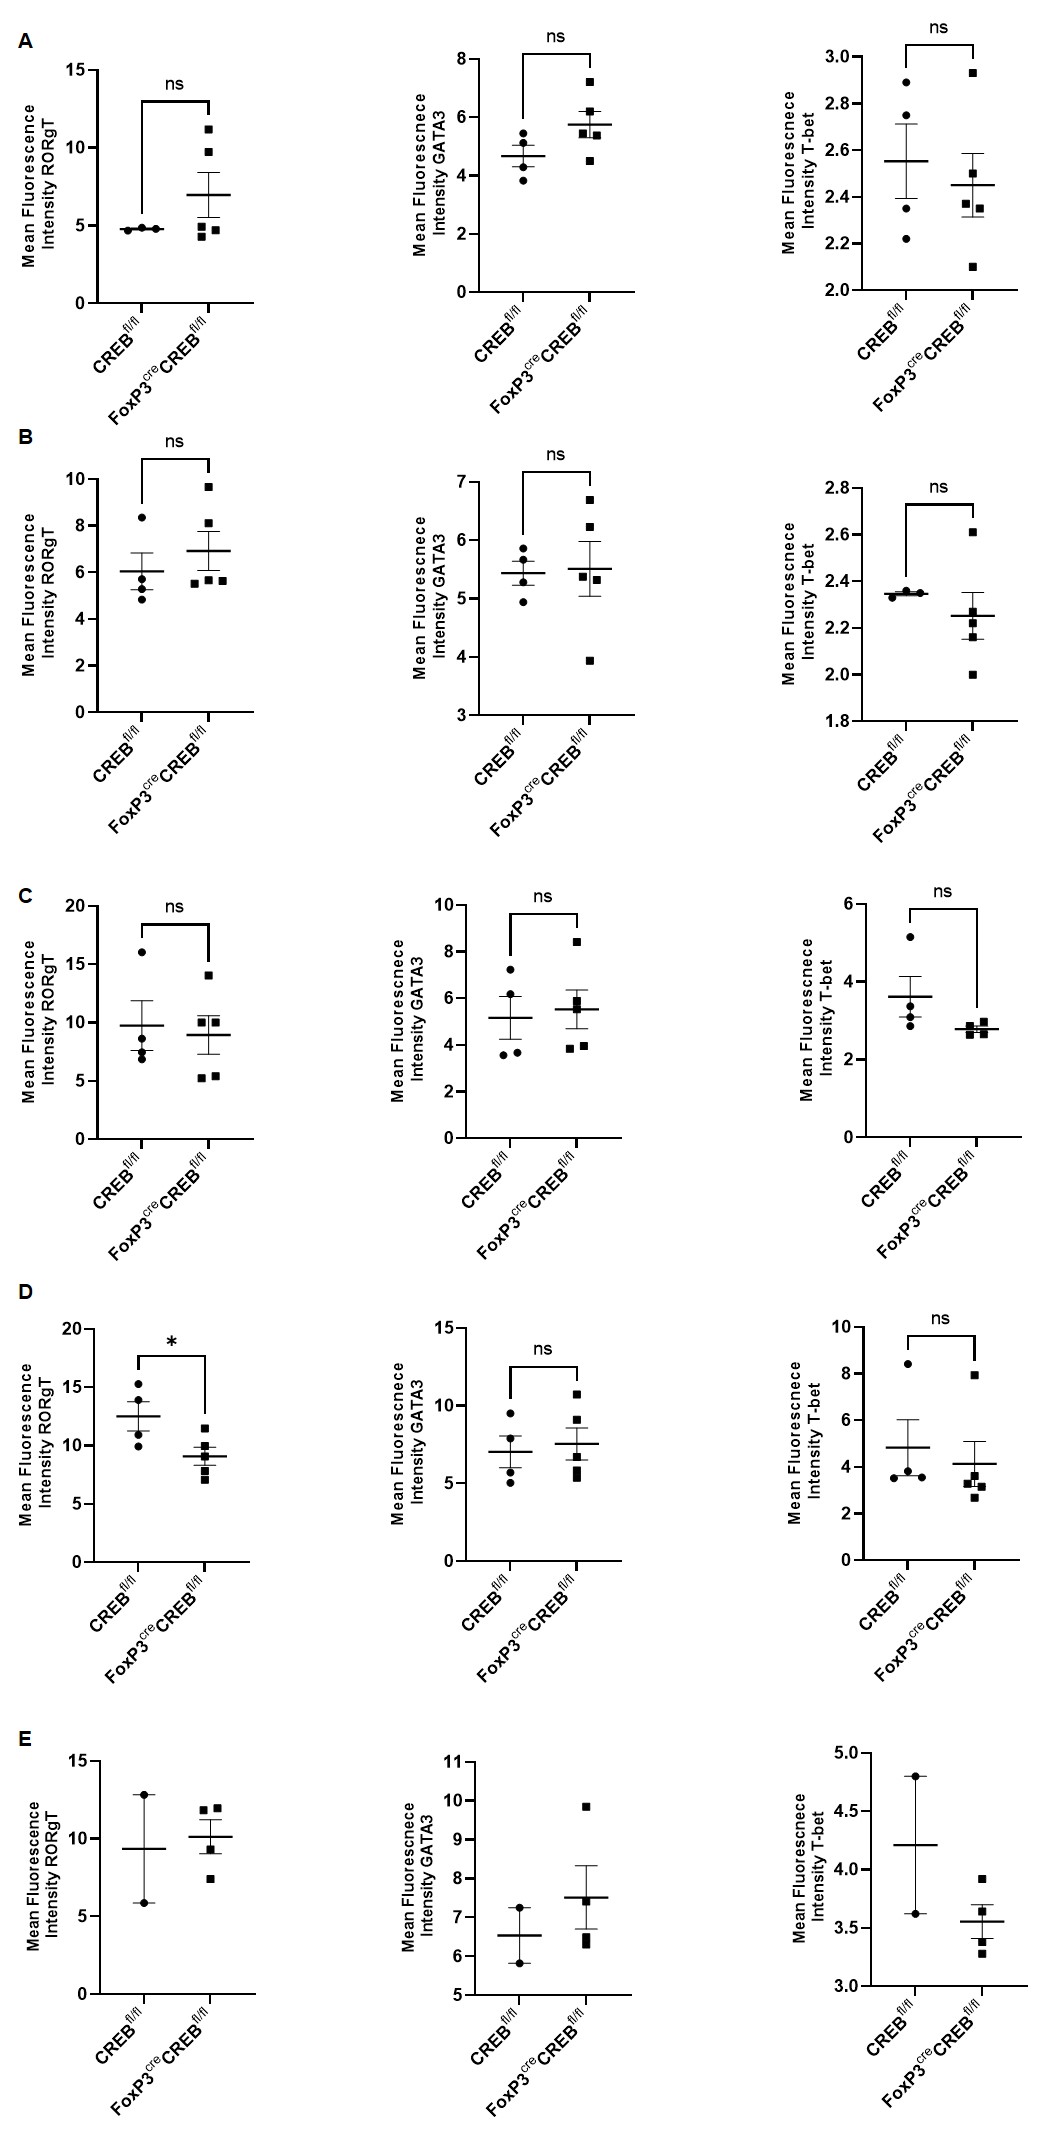

**Supplementary Figure 2: Expression of T_h_-lineage transcription factors in different organs.** Mean-fluorescent intensity of RORγt, GATA3 and T-bet expression in CD45^+^CD4^+^Foxp3^+^ cells in **A)** Spleen, **B)** Mesenteric lymph node, **C)** Lung, **D)** Liver, and **E)** Colon. Each dot represents one animal. ns - p>0.05, *p<0.05 and results are expressed as the mean ± SEM.

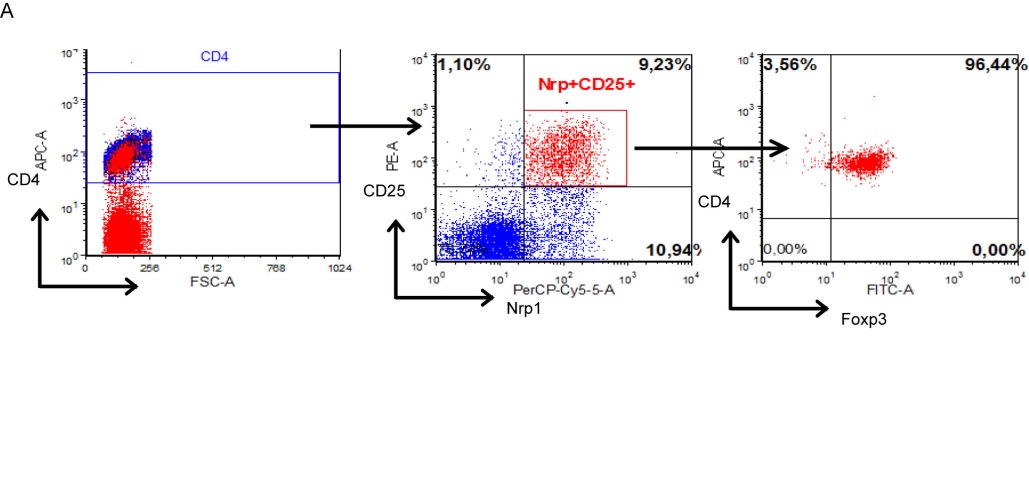

**Supplementary Figure 3: Gating strategy to sort T_reg_ cells.** We sorted Nrp1^+^CD25^+^CD4^+^ cells and thereby achieved a purity of 96% Foxp3^+^ cells.

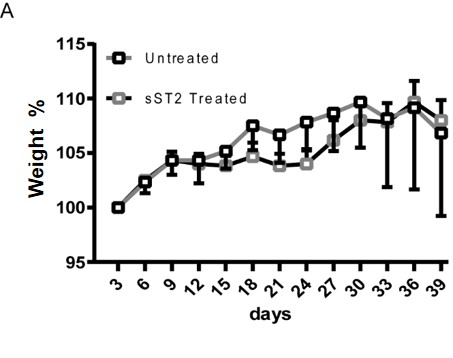

**Supplementary Figure 4: Reduced colitis in *Foxp3^cre^CREB^fl/fl^* CD4^+^ T cell recipients is unaffected by ST2 blockade.** **A)** Rag2^-/-^ mice were adoptively transferred with *Foxp3^cre^CREB^fl/fl^* CD4^+^ T cells (CD4+CD25-). Mice were either treated with sST2 or PBS. Body weight is shown as percentage of starting weight (*N = 6*, symbols indicate mean and error bars represent means ±SEM).

**
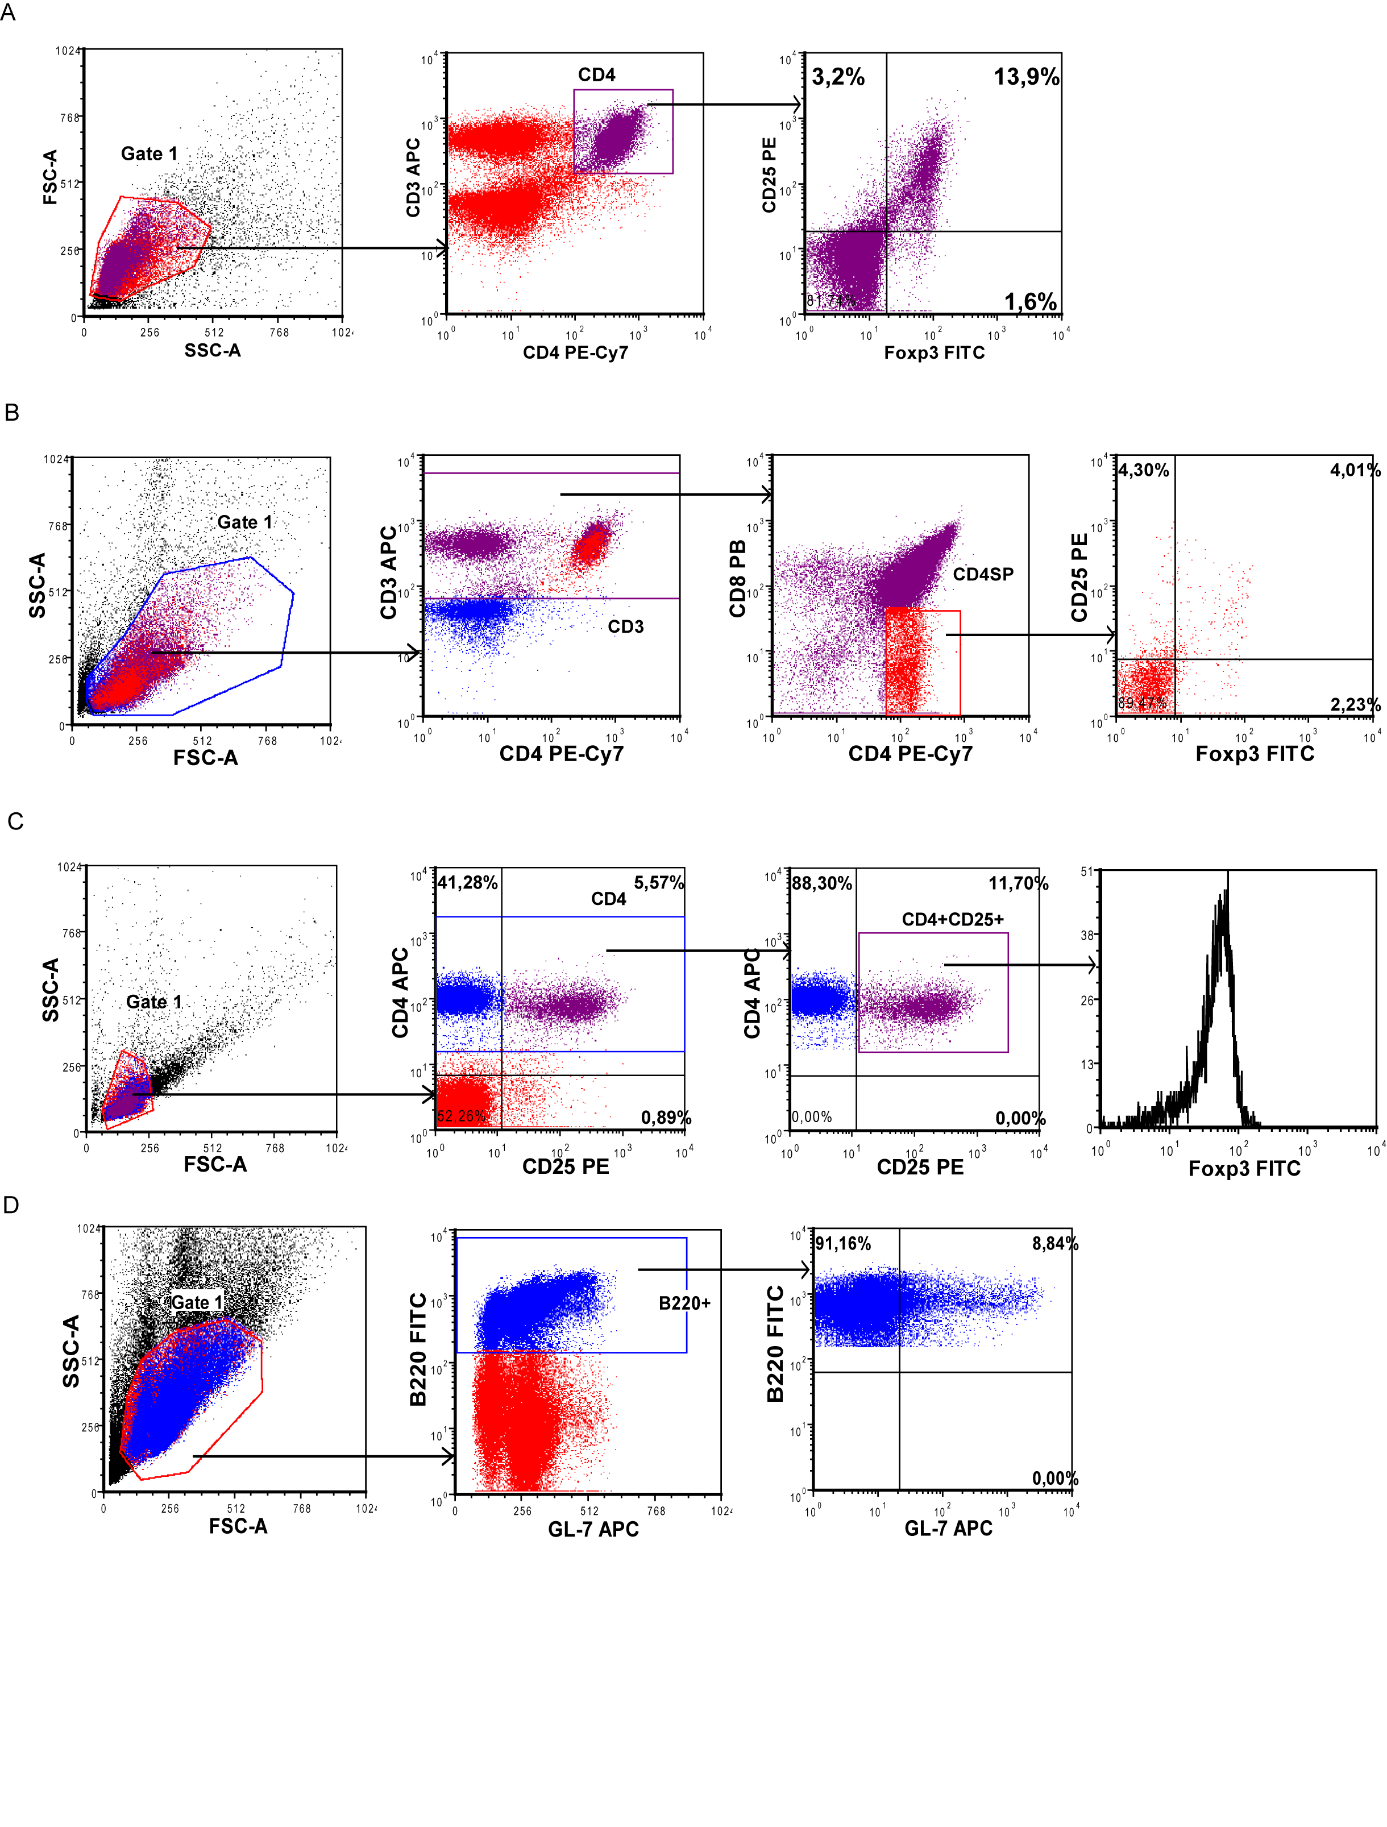
**

**Supplementary Figure 5: Gating strategies. A)** Figure exemplifying gating strategy to determine CD25^+^Foxp3^+^ T_regs_ within LNs and spleens. **B)** Figure exemplifying gating strategy to determine CD25^+^Foxp3^+^ T_regs_ within thymus. **C)** Figure exemplifying gating strategy to determine Foxp3 MFI within CD4^+^CD25^+^ cells. **D)** Figure exemplifying gating strategy to determine percentages of GL-7^+^ cells within B220^+^ cells.

**
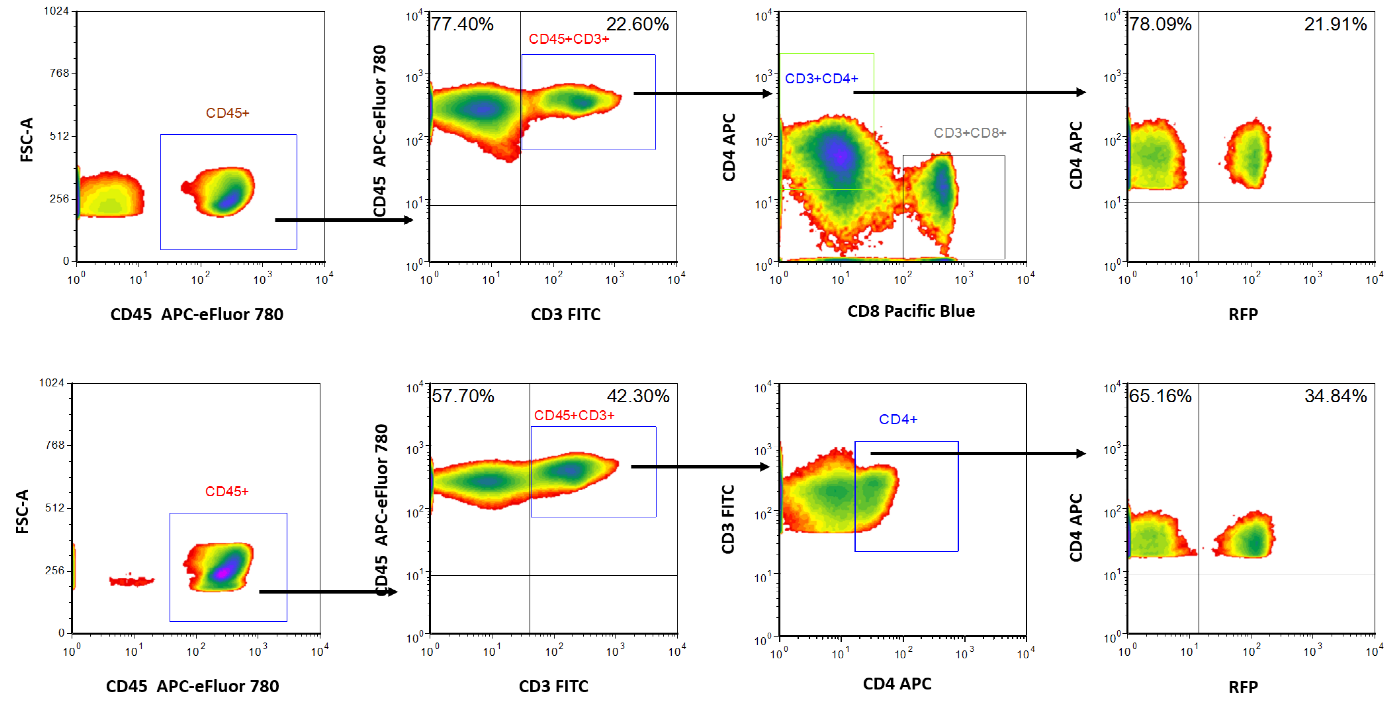
**

**Supplementary Figure 6: Gating strategies used in** *Foxp3^cre^ROSA^RFP^* mice. Figure exemplifying gating strategy to determine T_regs_ within **A)** lung and **B)** colon.

**
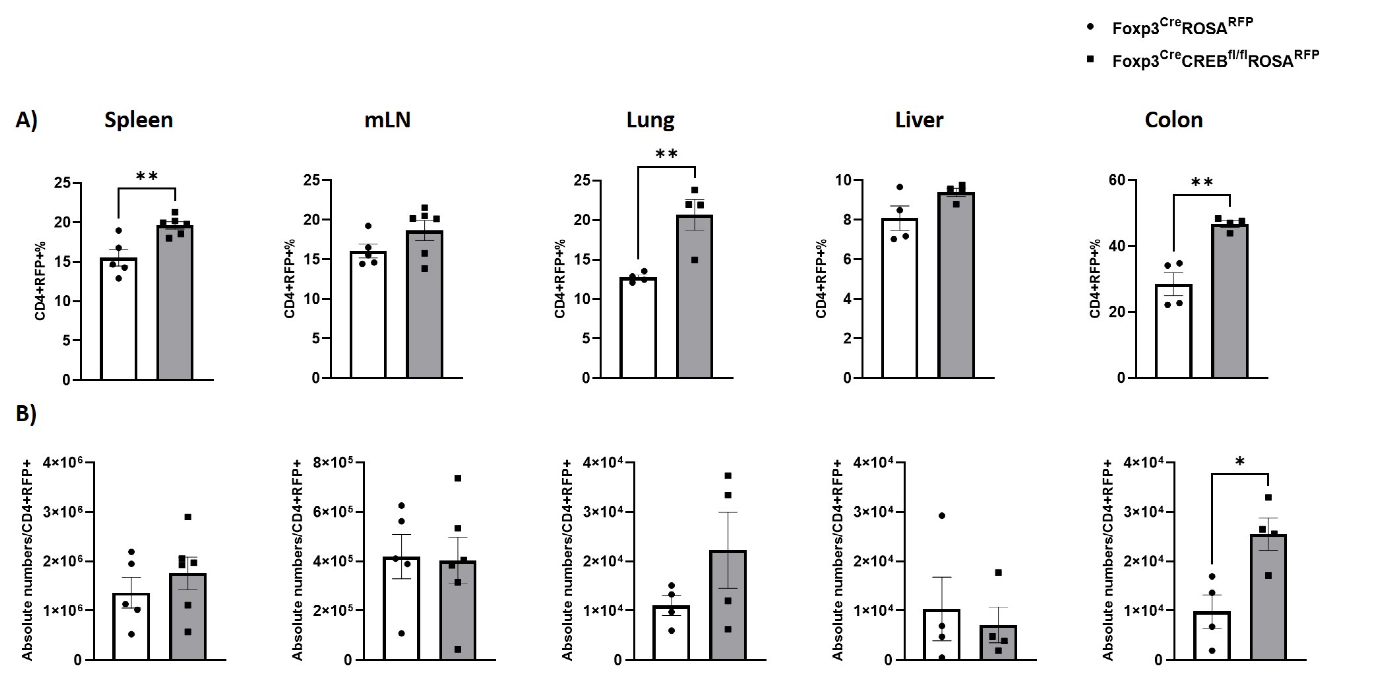
**

**Supplementary Figure 7:** Cell frequencies **A)** and absolute cell numbers **B)** of RFP+ cells in spleens, mLN (mesenteric lymph nodes), lungs, livers and colons of Foxp*3^cre^ROSA^RFP^* and *Foxp3^cre^CREB^fl/fl^ROSA^RFP^* mice. Unpaired Student t-test was performed. **p<0.01 and results are expressed as the mean ± SEM.

**Supplementary Figure 8:** Expression of CREB on T_eff_ and T_reg_ cell populations in Spleens, peripheral Lymph nodes, Lungs, Livers and colons of Foxp*3^cre^ROSA^RFP^* mice. ONE-way ANOVA test was performed. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 and results are expressed as the mean ± SEM.

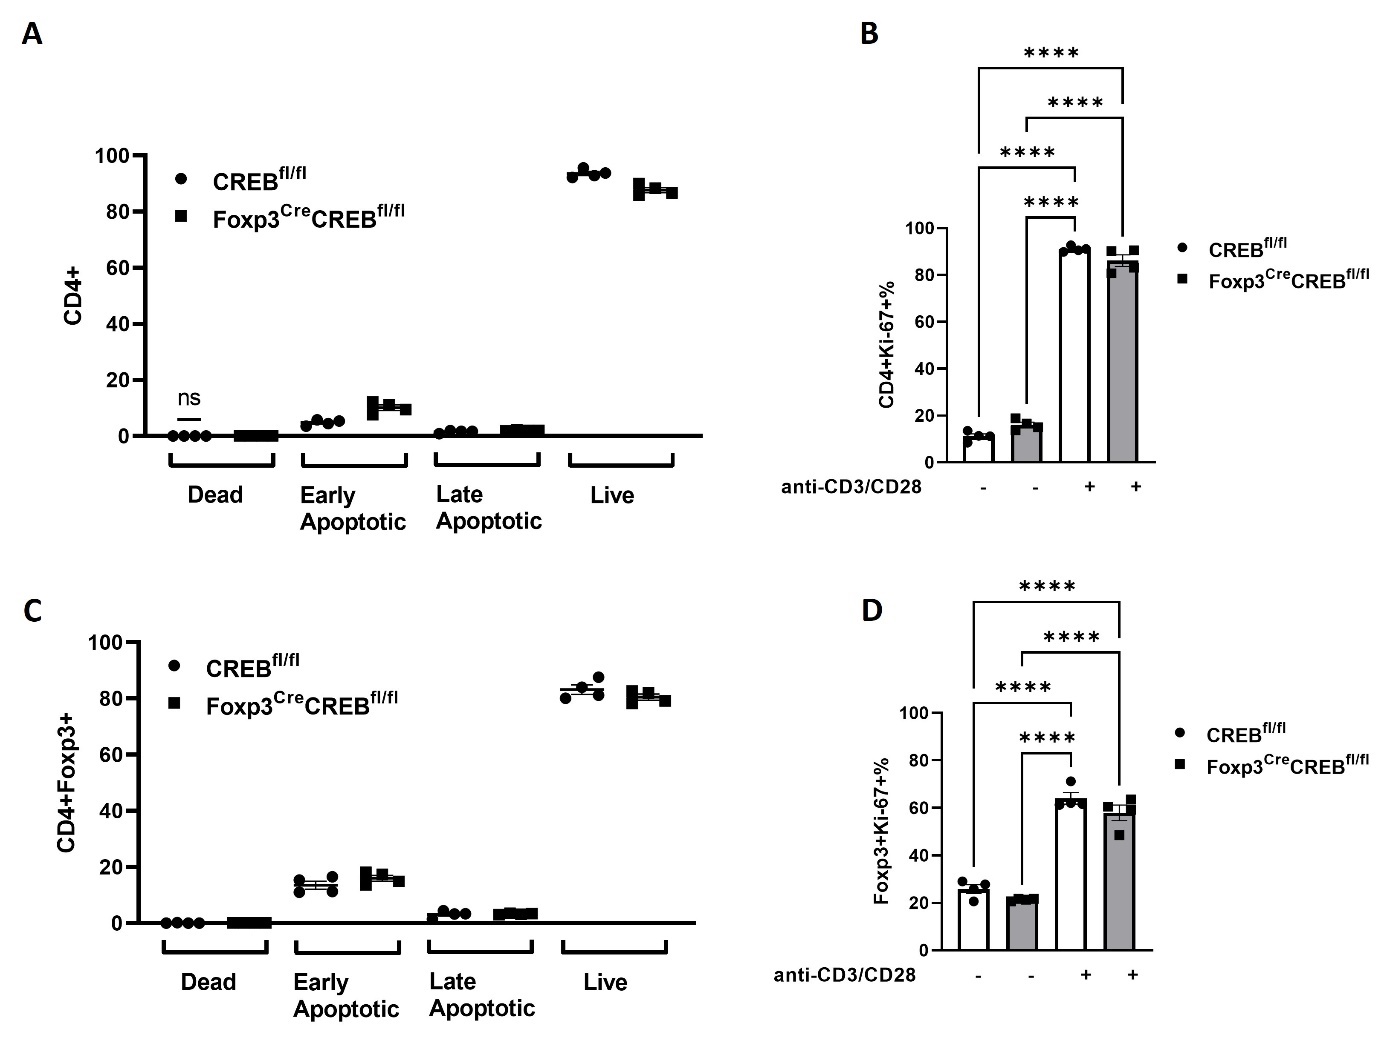

**Supplementary Figure 9:** Splenocytes of *WT and* *Foxp3^cre^CREB^fl/fl^* mice were stimulated with anti-CD3/CD28 for 2 days and stained for cell survival and proliferation. Annexin and Fixable viability-stained cells of **A)** CD4+ & **C)** CD4+Foxp3+ cells. Ki-67-stained cell percentages of **B)** CD4+ & **D)** CD4+Foxp3+ cells. ONE way-ANOVA test was performed. ns – p>0.05, ****p<0.0001 and results are expressed as the mean ± SEM.

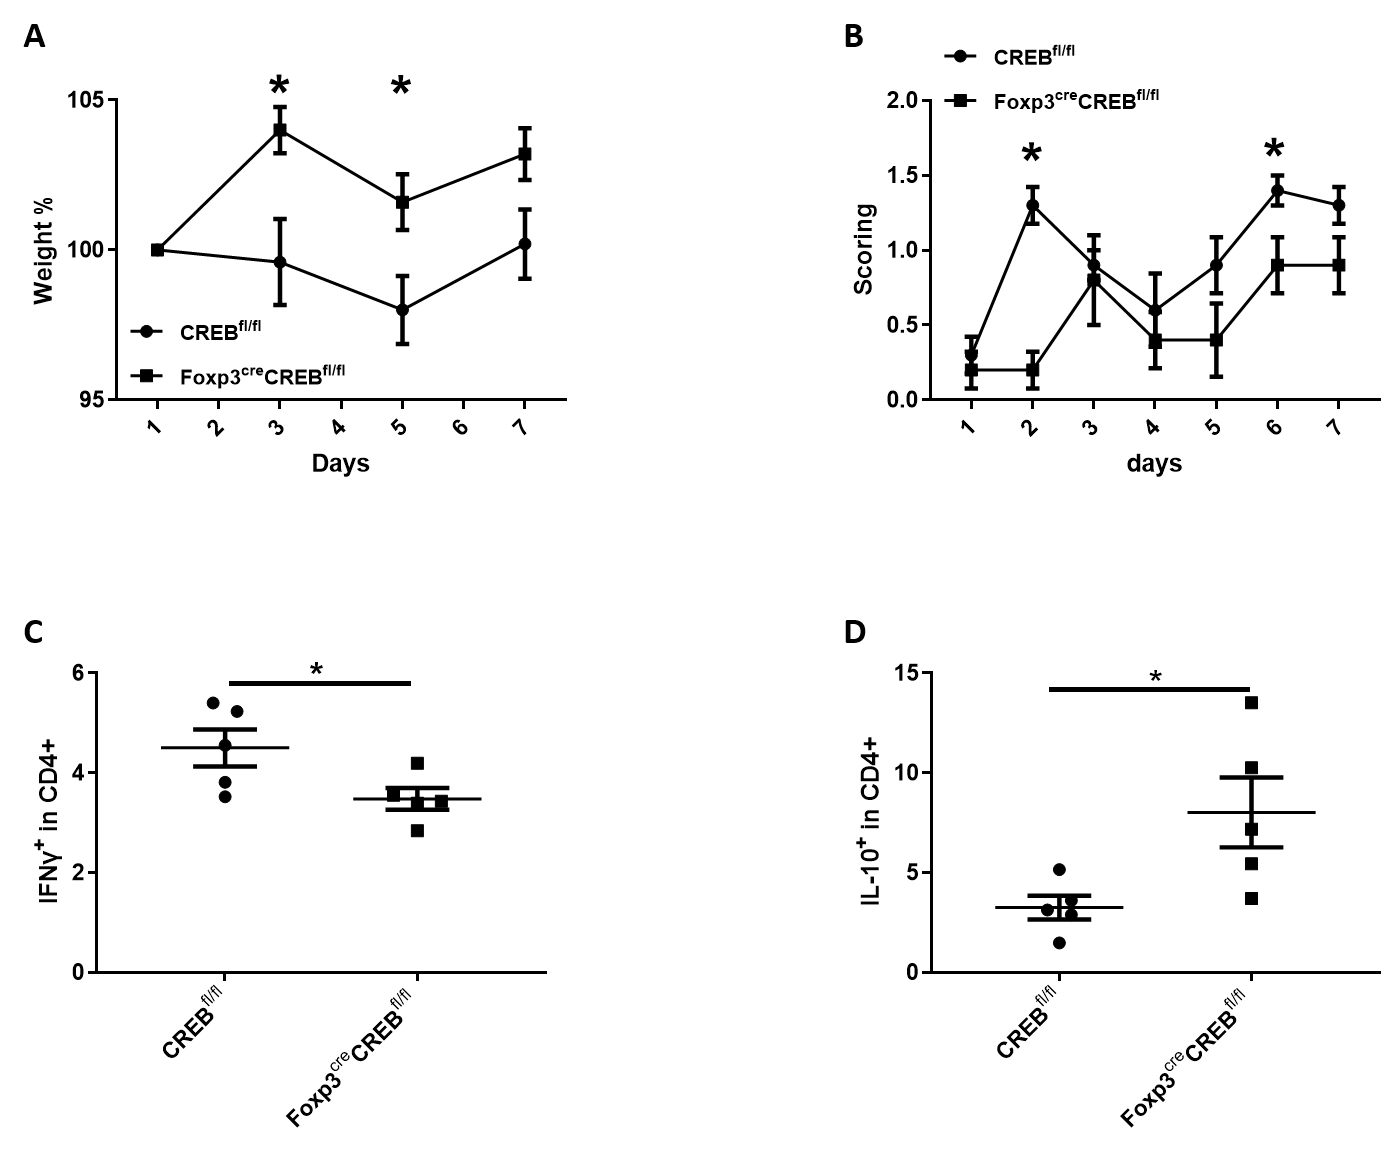

**Supplementary Figure 10:** ***Foxp3^cre^CREB^fl/fl^* mice only develop moderate signs of inflammation in an EAE model.** EAE was induced in female mice (*N = 5* CREB^fl/fl^ and *N = 5* *Foxp3^cre^CREB^fl/fl^* mice). A) Loss of weight and B) EAE score were measured beginning after onset of symptoms. C) Statistical analysis of IFN-γ^+^ cells within splenic CD4^+^ T cells. D) Statistical analysis of IL-10^+^ cells within splenic CD4^+^ T cells, two tailed unpaired t-test, each dot represents one animal, error bars SEM, *N = 5* CREB^fl/fl^ and *N = 5* *Foxp3^cre^CREB^fl/fl^*.

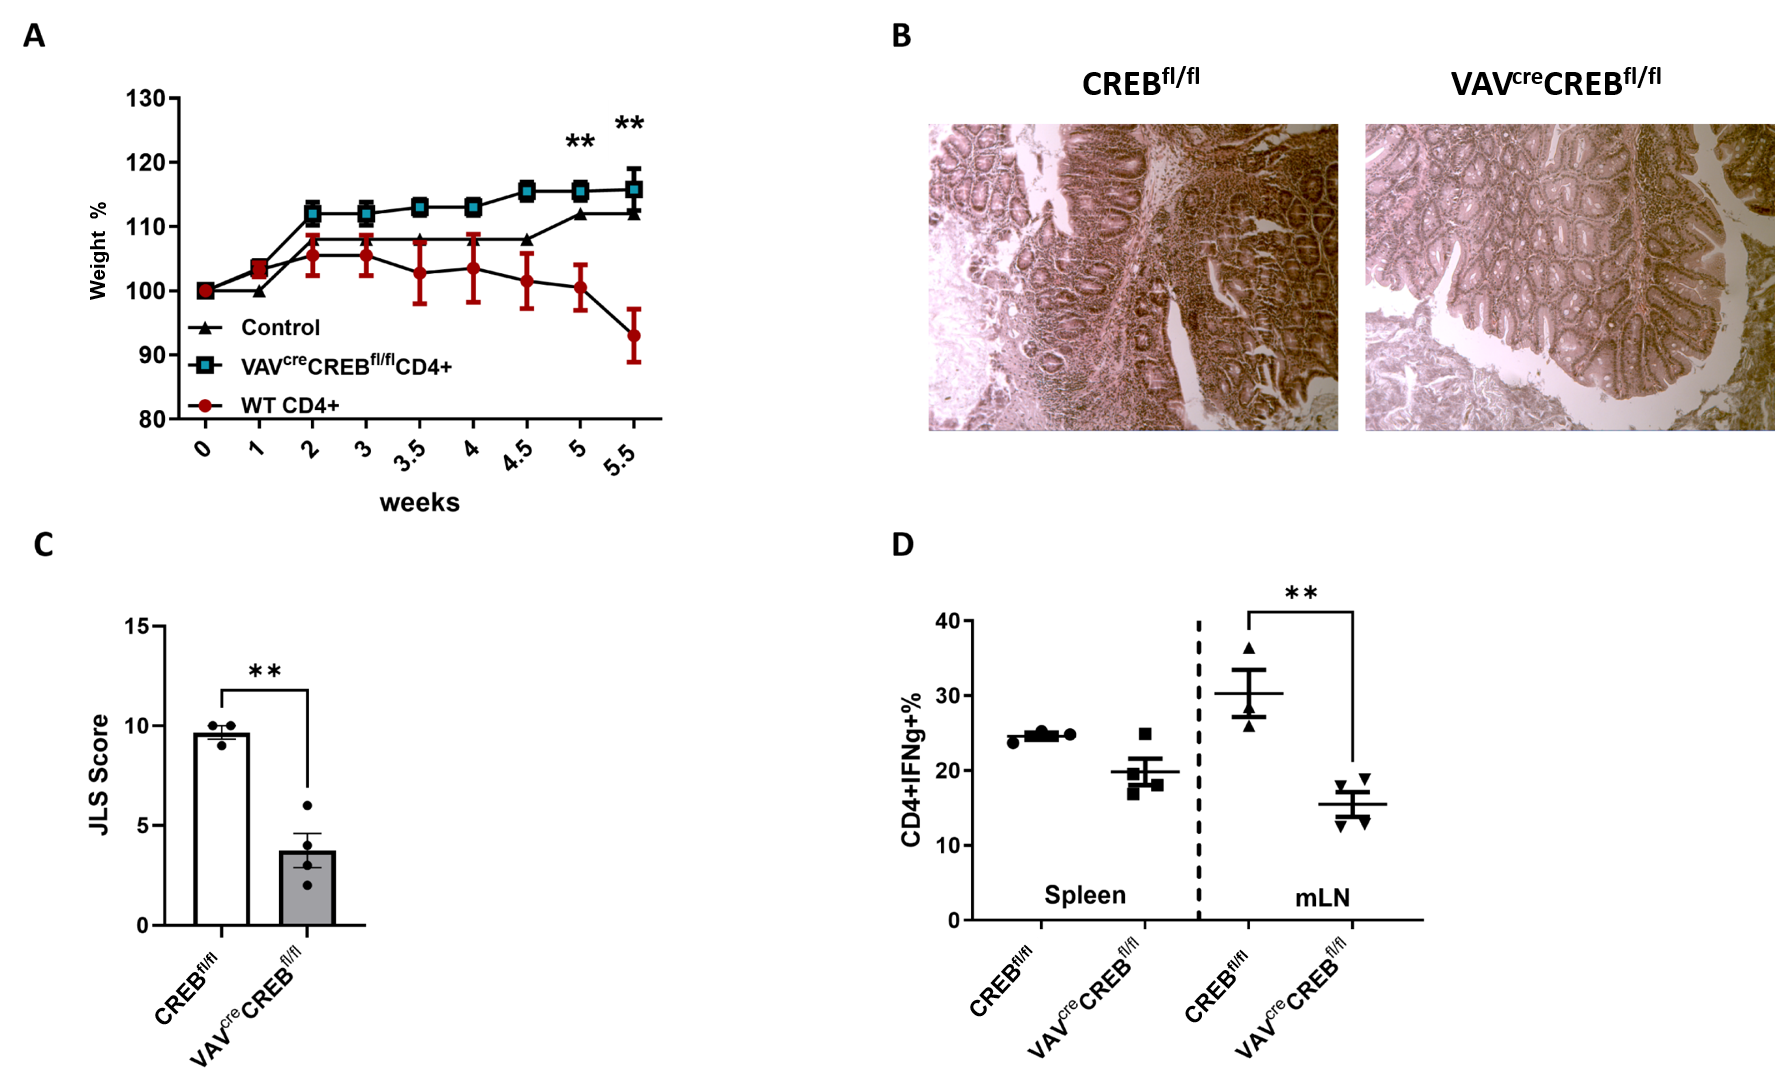

**Supplementary Figure 11: *Vav^cre^Creb^fl/fl^* CD4+ T cells induce only moderate inflammation in experimental colitis.** Rag^-/-^ mice were adoptively transferred with CD4^+^ wild-type cells (*CREB^fl/fl^* CD4^+^) or *Vav^CRE^CREB^fl/fl^* CD4^+^ T cells. Untreated Rag^-/-^ mice were used as controls (K). Mice were weighed and sacrificed 5 weeks after transfer. (A) Body weight as a percent of starting weight. (B) Representative photomicrographs of hematoxylin and eosin (H&E)-stained colon sections imaged using a 10x objective. C) Results of histological TJL (The Jackson Laboratory Score) scoring of colon sections (one independently performed experiments, *CREB^fl/fl^* recipients N = 3, *VAV^cre^CREB^fl/fl^* recipients N = 4). D) Statistical analysis of IFNy within CD4^+^ cells in spleen and mLNs (*CREB^fl/fl^* recipients N = 3, *VAV3^cre^CREB^fl/fl^* recipients N = 4), a two-tailed, unpaired t-test was used.

How the deposited data were processed for this re-analysis (not part of the article)

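Splenic Tregs of CREBfl/fl and Foxp3creCREBfl/fl mice, 6 to 12 weeks old, were profiled by ATAC-seq, with 3 libraries per group by the labels and sequencing in duplicate by the paper's methods. The deposited data used here are 1 list of peaks per group. The microarray series of the paper was not analysed here. The authors trimmed the 75 bp read pairs with Trim Galore, aligned them with Bowtie2, removed duplicates, kept alignments of high quality with SAMtools and called peaks with MACS2. Versions of these tools are not given in the sources used here. In the deposited lists each peak has a score, which MACS2 sets to a multiple of its -log10 q. Each peak also has a fold, the authors' ratio of the pileup at the summit to the background. The authors' p and q values, from a Poisson test against that background, are given as -log10. The position of the summit within the peak is the last value used.

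Positions were read as GRCm38 with the GENCODE vM21 annotation, although the methods name mm9. This was checked before any gene was named: 0 peaks lay past a chromosome end, and 19 of 20 start sites of housekeeping genes had a peak of the CREBfl/fl list within 1 kb, against 8 of 20 after a shift by 100 kb. Among all 41219 protein-coding start sites, 58.6% had a Foxp3creCREBfl/fl peak within 1 kb, against 12.4% after that shift. The methods name calling without a local background. In the lists, 32.7% of CREBfl/fl peaks and 29.8% of Foxp3creCREBfl/fl peaks had the lowest, genome-wide background, and the rest a higher one. The authors' fold was therefore used only to describe and match peaks within a list. The whole-number pileup at the summit and its background were recovered from the fold and the p of the same peak, to within 0.002 on the -log10 scale, for 99.94% and 99.97% of peaks. The lowest pileups called at the genome background were 19 and 14, which are 2.25 and 2.75 times that background. The most common ones were 28 and 22, which are 3.32 and 4.32 times it.

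Regions of the lists were compared by overlap of at least 1 bp, and a region with no counterpart is called group-only. Region counts have Wilson 95% intervals, which cover counting error only. With 1 list per group there is no test across mice and no p-value is given. Shared regions were also compared by the exact conditional binomial interval of the ratio of both pileups, each over the genome background of its list, relative to the median ratio of all shared regions. Where a union region holds several peaks, the highest pileup was taken. A region counts as lower or higher when its ratio differs from the median by at least 2-fold and 5 counting SDs. This comparison was designed after the lists had been seen and takes both lists as called with the same handling of fragments, which they do not show. The SD of the log2 ratio was 0.10 among the strongest regions and 0.31 among the weakest of 20 bins.

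Motifs were searched as exact words on both strands of the whole region: the CRE TGACGTCA, its half-site TGACG, NRF1, AP-1, NFY, SP/KLF, CTCF and RUNX words, and 2 control palindromes of the bases of the CRE, TAGCGCTA and TGAGCTCA. Regions with a motif were set against 10000 random lists of regions, matched on the authors' fold in 20 bins and on promoter status for the overlap of lists, and on pileup in 20 bins, promoter status and length in 5 bins for the pileups. A result stands out when it lies outside the central 95% of its random lists. With 11 motifs or motif forms and both directions, some are outside by chance.

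For single genes the windows were the gene with 50 kb on each side for Il1rl1, 20 kb for Il10 and 10 kb for all others. In the gene lists the windows had 10 kb on each side for every gene, Il1rl1 and Il10 included. Of the gene lists, 15 were tested by the number of group-only regions in these windows, as a percentile among 10000 random lists of genes matched on their number of regions: Treg identity, ST2+ tissue Treg, Th2, Th1 and Th17, CREB family and coactivators, classical CREB target genes, IL-10 and its signaling, AP-1 and BATF family, NRF1 and nuclear-encoded mitochondrial genes, naive and central T cell, B cell markers, myeloid markers, CD8 and NK cell markers, erythroid markers, and the genes the paper names. Housekeeping genes served only the check of the build. The match on the number of regions was made in 10 bins. It is coarse for genes with very many regions, such as *Bach2* (93 in the CREBfl/fl list). A count above its random lists can therefore in part reflect a larger number of regions. The median ratio of the shared regions of each list was added after the data had been seen. Named are every gene the paper names, up to 4 members of each list with the most group-only regions, the 10 group-only regions of each list with the largest fold by the nearest start site within 50 kb, and the 10 genes with the most group-only regions of each group; genes named outside this rule are marked as chosen after their values were seen.

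The methods were tested on simulated data. Pileups were recovered for 100.0% of 20000 simulated peaks. When the pileups of 200 of 82004 regions were changed, 31.0% of 2-fold, 72.5% of 3-fold and 81.5% of 4-fold changes were called, 0 of them in the wrong direction. Of simulated intervals, 95.3% held the true ratio. This checks the counting error alone and says nothing on differences between mice, which the lists do not show. Of 200 random sets of 1000 regions, 7.5% lay outside the central 95% of their matched lists. Alternatives varied the peak threshold, the overlap, the motif, the width of promoters, the windows, the scaling and the size of a change. The lists held 0 peaks on unplaced sequences, chromosome Y or mitochondrial DNA. Footprints and differential peak calls need reads and were not analysed here. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1 were used.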

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

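The comparison of pileups behind these results, and the tests of the half-site and of chromosomes 1 and 15, were chosen only after the result was seen, whereas the tests of the overlap of CRE regions and of the *Foxp3 creCREB fl/fl*-only region at *Il1rl1* were set before. The paper discusses CREB motifs and *Il1rl1* in its ATAC-seq data; the half-site among changed regions, the chromosomes and the genes and motif of the last paragraph stand out because it gives no result on them there.

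The CRE half-site TGACG was found in 56.3% of the regions with a lower pileup in *Foxp3 creCREB fl/fl* T_regs_, 31.3 points over matched random lists. CpG content alone is argued against, because the largest excess among 22 control words outside the CRE that keep the CG was 10.4 points, and so is an origin in chromosomes 1 and 15 alone, because 69.2% of the lower regions on the other chromosomes held it against 26.9% in matched lists. The overlap of lists leaves the role of CpG open: *CREB fl/fl* regions with a CRE were found in the other list by -0.80 points relative to matched lists, within their range, and the 85 regions with the control palindrome TAGCGCTA by 2.35 points, so that CRE and CpG content cannot be told apart there. A loss of CREB from its sites is a hypothesis that may account for part of the lower regions, but the half-site was also over its matched lists among the higher regions, by 19.1 points, and so was the palindrome (4.41%, upper end of the range 2.94%), which such a loss alone would not give. Which factor occupied the sites was not measured.

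The *Foxp3 creCREB fl/fl*-only region 38.0 kb upstream of *Il1rl1* had a pileup of 21, which corresponds to 34.9 (21.6 to 53.3, counting error only) at the depth of the *CREB fl/fl* list. A region too weak for that list to call was to be excluded if the scaled pileup exceeded the lowest called pileup by more than 2 counting SDs, and it exceeded the lowest, 19, by 2.08. That bound was set too low, because the lowest called pileup is not where a list is complete: the most common pileup called at the genome background was 28, which lies within the interval. The weakness of the region and a gain of accessibility in *Foxp3 creCREB fl/fl* therefore cannot be told apart for this region. The shared region beside it, with a ratio of 1.52, was called in both lists and does not depend on this limit.

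Regions past the rule were concentrated on chromosome 1 (31 of 5554, 0.558%) and chromosome 15 (36 of 3692, 0.975%), against 0.0239% to 0.318% on each of the other chromosomes. DNA of another strain kept around the floxed *Creb1* allele is a candidate explanation for chromosome 1 only if the controls lacked that allele. By the paper's methods the *CREB fl/fl* controls carry it too, although the sample labels call them wild type. Within 10 Mb of *Creb1*, 1.69% (0.968 to 2.93) of the regions passed the rule. Of 1815 windows of 20 Mb elsewhere, only 8 were as high. All of these windows lie on chromosome 15, where neither *Creb1* nor *Foxp3* lies. On chromosome 1 only 12 of the 31 regions lie within 10 Mb of *Creb1*. The block from 170 to 175 Mb alone held 7 of 278 (2.52%). The flanks of the floxed allele therefore do not account for the whole pattern. Whether they account for any of it cannot be decided, because the peaks do not show whether the controls carried the allele. The flanks of the *Foxp3* Cre allele gave 0 of 289 regions, which allows up to 1.31% and cannot be told apart from the median window of 0.128%. Genotypes of the reads were not analysed here, and no biological explanation of this clustering was tested.

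*Creb5*, which encodes another CREB-family factor, had 12 *Foxp3 creCREB fl/fl*-only regions and none of the other group, and its largest relative log2 ratio of a shared region was 4.43 (3.87 to 5.04), in a block of 5 Mb where 6 of 286 regions passed the rule (2.10%), 4 of them at the gene. The lowest ratio at *Nr4a2* was -2.27, at its promoter, in a block where 4 of 113 passed the rule (3.54%), 2 of them at the gene. *Ctla4*, an inhibitory receptor of T_regs_ that lies within 10 Mb of *Creb1*, had a ratio of -1.38 (-1.63 to -1.14) at a region 26.0 kb upstream of a start site. *Bach2*, a repressor that keeps T cells in a naive state, had 18 *CREB fl/fl*-only regions, among 93 *CREB fl/fl* regions, and 0 of the other group. The AP-1 motif was in 33.8% of the regions with a higher pileup, against 14.7% in matched lists. Shared regions of the naive and central T cell list had a median ratio of -0.15, below the range of random lists of genes (-0.09 to 0.06), and below theirs were also the AP-1 and BATF family (-0.11), classical CREB target genes (-0.06), CD8 and NK cell markers (-0.08) and erythroid markers (-0.12). Near *Bmpr2*, which also lies within 10 Mb of *Creb1*, a *Foxp3 creCREB fl/fl*-only region had a pileup of 187.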

How the results depend on the processing

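The common limit, whose value was taken from the data for a test set before, the limits of 3, 4, 5 and 6 times the genome background, matching on length, and every setting of the pileup comparison were chosen after the data had been seen; the other alternatives were set before the data were examined. Of 190 alternative values, 127 stayed within 1.5 times the main count, within its interval or on its side of the random lists, 51 moved, 11 passed their random lists, and 1 reversed. Where a value moved, the cause was not tested, apart from the settings that hold fewer regions or a narrower or wider window by construction.

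A deeper list that calls weaker regions is a candidate explanation of the unequal group-only regions, and it was left open. *CREB fl/fl*-only regions outnumbered *Foxp3 creCREB fl/fl*-only ones 2.65 to 1 in the full lists and 2.39 to 1 above 2.75 times the background, that common limit. The limit was wrong, because the *Foxp3 creCREB fl/fl* list calls most often at 4.32 times its background and is incomplete under it, and because a limit on both lists turns regions called in both into group-only ones. With group-only regions put at the same depth, a test chosen after the result was seen, the ratio at a -log10 p of at least 8 was 0.934 without the shift to the median and 1.93 with it, so that depth and a loss of regions cannot be told apart. It also depended on the limit: from a -log10 p of 4 to one of 10 it went from 2.16 to 0.917 without the shift. With the shift it went from 2.53 to 2.06. *CREB fl/fl*-only regions numbered 9068 at 4 times, 6737 at 5 times and 5649 at 6 times the background. *Foxp3 creCREB fl/fl*-only regions numbered 8415, 7648 and 6640 there, so that the ratios were 1.08, 0.881 and 0.851. These limits, too, turn regions called in both lists into group-only ones. The 20000 strongest peaks of each list gave 20000 and 20000 regions, of which 1215 and 1154 were group-only. *Foxp3 creCREB fl/fl*-only regions numbered 17739 with reciprocal overlap, 9824 with summits within 250 bp, and 3346 at a -log10 q of at least 5 against all regions of the other list. At these settings, all set before, *CREB fl/fl*-only regions outnumbered them 1.35, 1.63 and 3.36 to 1, and with the 20000 strongest peaks 1.05 to 1. Promoters made up 6.72% of *CREB fl/fl*-only and 7.42% of *Foxp3 creCREB fl/fl*-only regions with start sites within 500 bp, and 18.1% and 18.0% within 3 kb.

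CRE regions of *CREB fl/fl*, at -0.80 points in the main setting, fell below the range of their random lists with reciprocal overlap (-1.95 points), with summits within 250 bp (-1.60), with 100 bp around the summits (-1.58) and with matching on length (-1.24), and the half-site in place of the palindrome reversed the sign (0.100). CRE regions of *Foxp3 creCREB fl/fl*, at 0.767 points, rose above it with the 20000 strongest peaks (2.42), the minimum overlap of the smaller region (0.959), 100 bp around the summits (1.05), the half-site (0.849) and 1 mismatch (0.918).

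Of 15 gene lists, 2 were outside their random lists for *CREB fl/fl*-only regions and 3 for *Foxp3 creCREB fl/fl*-only regions. For *CREB fl/fl*-only regions this was 1 with the limit on the fold, 1 with the minimum overlap of the smaller region, 1 with 2 kb around the start site, 1 with 50 kb around the gene and 5 at 5 times the background. For *Foxp3 creCREB fl/fl*-only regions it was 1 with the 20000 strongest peaks, 1 with reciprocal overlap, 1 with summits within 250 bp, 1 with 2 kb around the start site and 1 at 5 times the background.

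*CREB fl/fl*-only regions at *Il1rl1* numbered 2 at a -log10 q of at least 5, 5 with reciprocal overlap and 2 with summits within 250 bp, and *Foxp3 creCREB fl/fl*-only regions 2 with the minimum overlap of the smaller region, 6 with reciprocal overlap and 2 by summits. At *Crem* the first numbered 1 by summits and 1 in the window of Fig. 7, and the second 2 with reciprocal overlap, 2 by summits and 0 in that window. At *Il10* the first numbered 1 with reciprocal overlap, and the second 2 at a -log10 q of at least 5 and 0 in the window of Fig. 7. At *Il10ra* the first numbered 1 at that q and 2 with reciprocal overlap, and the second 2 and 2.

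The regions with a lower and a higher pileup, 96 and 68, became 57 and 124 without the shift to the median, 314 and 106 with no 2-fold minimum, which was the first rule tried, 270 and 228 at 3 counting SDs, and 52 and 45 without chromosomes 1 and 15, a split tried after one into blocks of 5 Mb. At 1.5-fold the lower regions were 236. The CRE was 2.08 points over matched lists in the lower regions and within their range. It was above the range at 1.5-fold (4.24 points) and with no 2-fold minimum (3.82). The excess of the half-site in lower regions and of AP-1 in higher regions held under all 6 alternatives. No paired analysis was possible because the peak lists used here are 1 per group and hold no replicates, so that no library could be left out; reads of single libraries were not analysed here.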

Differences from the paper's values

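The paper states no number for its ATAC-seq results apart from thresholds, so the differences concern directions and sites. No test was chosen after these comparisons, but the pileup ratios had been designed after the lists were seen.

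The legend of Fig. 7B names enhancers around *Il1rl1* as losing accessibility without CREB. The abstract gives the other direction, since it has CREB and CREM together limit accessibility at this locus. The places marked in Fig. 7B were read by eye. Here the regions at these places had relative log2 ratios of 1.52 at 40393182, 0.34 at 40425300 and 0.52 at the promoter. All were higher in *Foxp3 creCREB fl/fl*, and of these only the first had an interval above 0. Without the shift to the median the interval of the promoter would lie above 0 as well. Values in the direction of the legend were found in 6 of 15 shared regions upstream and in the gene, among them -0.33 (-0.62 to -0.04) at 40380973 and -0.74 in an intron of *Il1rl1* (40437094 to 40437561, interval -1.57 to 0.03) and a median of -0.26 on the side of *Il18r1*.

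The paper reports no canonical CRE in the *Il1rl1* region. Here TGACGTCA occurred 4 times in the gene and 50 kb on each side, 2 of them in accessible regions, and 3 times in the window shown in Fig. 7B, with the same 2 in accessible regions. The promoter region and the region 4.05 kb upstream held none.

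The results section describes a difference between the strains at the enhancer of *Il10*, and the discussion finds no direct effect of CREB there. Here no region within 20 kb of *Il10* passed the rule of 2-fold and 5 counting SDs, and the ratio farthest from the median was 0.69 (0.12 to 1.25) at 131000517. The main setting has 1 *Foxp3 creCREB fl/fl*-only region upstream. There were 2 at a -log10 q of at least 5, and 1 *CREB fl/fl*-only region with reciprocal overlap.

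The paper places Nrf1 sites in that region. Here the NRF1 words occurred 0 times in the window of *Il10* and 0 times in that of *Il10ra*; scores of weaker sites were not computed.

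Values in the direction the legend gives were found for the CRE, the element of CREB and CREM, with a median ratio of -0.04 that would be above 0 without the shift to the median, as would that of its matched lists, for NRF1, with 0.03, and at the internal promoter of *Crem*, with -0.26 and -0.39. Neither median is clearly particular to its factor. The control palindrome TGAGCTCA and the RUNX word also had a median of -0.04, below their ranges, and AP-1 (0.04) and CTCF (0.05) exceeded NRF1. Relative to matched lists the CRE was the lowest of the motifs searched, at -0.044. TGAGCTCA was at -0.031 and the RUNX word at -0.030. TAGCGCTA, which keeps the CG, had 0.00, but its 86 regions gave a range of -0.04 to 0.04. That is about the size of the median of the CRE, so that this control can hardly decide.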

Other observations

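The median ratios of gene lists were added after the data had been seen, and the counts of group-only regions were planned. The naive and central T cell list had 60 *CREB fl/fl*-only regions among 263, against a median of 25 in random lists of genes (central 95% from 13 to 45). Of all *CREB fl/fl* regions 16.4% were *CREB fl/fl*-only. The match on the number of regions is coarse, and how much of the excess comes from that number was not tested. At 1 of 10 alternative settings, the 20000 strongest peaks, the *CREB fl/fl*-only regions of this list were within the range (3, percentile 90.5). *Lef1*, a partner of Tcf7 in early T cell identity, had 15 of them, *Satb1*, a chromatin organizer, had 9, and *Ccr7*, the receptor for homing to lymph nodes, had 5. Of its shared regions, 144 of 194 were lower in *Foxp3 creCREB fl/fl*, though none passed the rule and 74 of the 194 belong to *Bach2*. Both named after their values were seen, *Cd27* (median 0.20, 1 *Foxp3 creCREB fl/fl*-only region) and *Il7r* (0.04, 2 such regions) went the other way. The AP-1 and BATF family, which shares *Bach2* with that list, had 0 *Foxp3 creCREB fl/fl*-only regions, against a median of 7 (2 to 15), and 32 *CREB fl/fl*-only regions, within the range of its random lists but outside it at 3 of 10 alternative settings, among them a -log10 q of at least 5 (34, percentile 98.4). The lack of *Foxp3 creCREB fl/fl*-only regions was within the range at 7 of 10 alternative settings, among them a -log10 q of at least 5 (2 regions, percentile 9.86) and the 20000 strongest peaks (3, percentile 85.9). Its shared regions had a median ratio of -0.11, below the range of -0.08 to 0.07, and 103 of 147 were lower, but 74 of the 147 belong to *Bach2* (median -0.26), so that this is in large part a result of 1 gene. Classical CREB target genes had 55 *CREB fl/fl*-only regions among 295, against 33 (20 to 53). Of these, 12 were at the survival gene *Bcl2*, 12 at the phosphodiesterase gene *Pde4b* and 10 at *Pde4d*. Here too the match is coarse, and how much of the excess comes from the number of regions was not tested. This list was within the range at 4 of 10 alternative settings, among them the limit on the fold (53, percentile 97.6). Its 18 *Foxp3 creCREB fl/fl*-only regions were within the range (5 to 23), but outside it at 1 of 10 alternative settings. The shared regions of this list had a median ratio of -0.06 (145 of 230 lower), outside the range of random lists (percentile 1.32). Without the shift to the genome-wide median these ratios would lie near or above 0, while the random lists would move with them.

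Markers of ST2+ tissue T_regs_ had 27 *Foxp3 creCREB fl/fl*-only regions, at percentile 97.2 of their random lists and within the central 95% (7 to 27), and 40 *CREB fl/fl*-only regions. At a -log10 q of at least 5 there were 26, against a median of 10, outside the range (percentile 99.65), and with 50 kb around the gene 46, against 26 (percentile 99.51), while at the other settings the list stayed within it. *Ptpn13*, a phosphatase gene, had 6 of the former, *Itgae*, which encodes the integrin CD103, had 4, and *Klrg1*, an inhibitory receptor of terminally differentiated cells, had 3. The shared regions of the list had a median ratio of -0.01, within the range, with 117 higher and 122 lower. *Rora*, *Gata3* and *Tbc1d4* had 14, 5 and 5 *CREB fl/fl*-only regions. The Treg identity list had 65 and 27 group-only regions, both within the range. The first was outside it at 2 of 10 alternative settings, the 20000 strongest peaks (11 against 3, percentile 99.8) and 5 times the background (56 against 26), and the second at 1, with 50 kb around the gene (47 against 27). Of the main counts, 15 and 4 were at *Ikzf2*, which lies within 10 Mb of *Creb1*, 9 and 5 at *Nrp1* and 9 and 2 at *Il2ra*. At *Foxp3*, the region on chromosome X that covers the TSDR (7583734 to 7584422) had pileups of 596 in *CREB fl/fl* and 331 in *Foxp3 creCREB fl/fl*, a ratio of -0.27 (-0.47 to -0.07), and holds a CRE at 7584145 to 7584152 (CCGGCCGCCATGACGTCAATGGCAGAAA). Without the shift to the median this interval would include 0. The region is not set apart in its locus, where the median was -0.21 and 3 of 15 shared regions were higher, among them the promoter region at 7579554 (0.17). By the paper's methods the controls lack the *Foxp3* Cre allele. An effect of that allele and one of the loss of CREB therefore cannot be told apart at *Foxp3*.

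The CREB family and coactivators had 21 *Foxp3 creCREB fl/fl*-only regions, against 7 (2 to 16), of which *Creb5* accounts for 12, and was within the range at 3 of 10 alternative settings. *Creb1* had 3 of them and 5 *CREB fl/fl*-only regions; peaks do not show whether its floxed exon was deleted. Genes the paper names had 39 *Foxp3 creCREB fl/fl*-only regions, against 22 (12 to 36), and 72 *CREB fl/fl*-only regions, within the range but outside it at 1 of 10 alternative settings. The former was within the range at 5 of 10 alternative settings, and the study chose these genes in part on such cells, so this is not independent evidence. The other lists lay within the range of their random lists for both groups; at alternative settings Th1 and Th17 were outside it for *Foxp3 creCREB fl/fl*-only regions at 2 of 10 and CD8 and NK cell markers for *CREB fl/fl*-only regions at 1 of 10. *CREB fl/fl*-only and *Foxp3 creCREB fl/fl*-only regions numbered 20 and 8 for Th2, 19 and 12 for Th1 and Th17, 22 and 10 for IL-10 and its signaling, 9 and 4 for NRF1 and nuclear-encoded mitochondrial genes, 4 and 4 for B cell markers, 5 and 3 for myeloid markers, 9 and 1 for CD8 and NK cell markers, and 2 and 4 for erythroid markers. With 15 lists and both groups, some lists are outside by chance. Median ratios below their random lists were found for CD8 and NK cell markers (-0.08, 30 regions) and erythroid markers (-0.12, 23 regions), and those of B cell (0.03) and myeloid markers (-0.01) were within the range.

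Among cytokine and lineage genes the paper names, *Il4*, *Il5*, *Il6*, *Il17a*, *Ifng*, *Tnf* and *Il1b* had 0 group-only regions and *Il13* had 1, in *Foxp3 creCREB fl/fl*. Median ratios were 0.13 at *Il4*, 0.13 at *Il13*, -0.05 at *Il5*, 0.02 at *Ifng*, 0.03 at *Tnf*, 0.51 at *Il6* (2 regions), 0.37 at *Il1b* (1 region) and -1.03 at *Il17a* (1 region). They were 0.14 at *Tbx21*, -0.22 at *Icos*, 0.07 at *Pdcd1*, -0.09 at *Batf*, 0.43 at *Lyn*, -0.48 at *Rab4a*, 0.01 at *Rln3*, 0.07 at *Id2* and 0.09 at *Nrf1*. Of these genes only *Rab4a* had a shared region past the rule of 2-fold and 5 counting SDs, with a ratio of -1.32.

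By the authors' fold, the leading *CREB fl/fl*-only regions lay near *Serpinb2*, *Lancl1*, *Erich5*, *Pla2r1* and *Prox1*, and the leading *Foxp3 creCREB fl/fl*-only regions near *Bmpr2*, *Pdzd2*, *Ctla4*, *Rbm44* and *Ndst3*, with others farther than 50 kb from a start site. Most of the leading regions of each group lay on chromosomes 1 and 15, where regions past the rule were concentrated. The genes with the most *CREB fl/fl*-only regions were *Gm20388* (59), *Inpp4b* (32), *Fgfr2* (30), *Rad51b* (20), *Akap13* (20), *Foxn3* (19), *Bach2*, *Dock2* and *Foxp1* (18 each) and *Mad1l1* (17). Those with the most *Foxp3 creCREB fl/fl*-only regions were *Fgfr2* and *Gm20388* (17 each), *Inpp4b* (16), *Creb5*, *Tox* (11), *Tasp1* (10), *Akap13* (9), and *Thsd7b*, *Zbtb20* and *Iqsec1* (8 each). Both rankings are by count and favour windows with many regions. *Gm20388* (119910841 to 124345722) had 427 *CREB fl/fl* regions and *Fgfr2* had 169. *Mad1l1*, in contrast, had only 32, and *Creb5* had 21 *Foxp3 creCREB fl/fl* regions. Of the 164 regions past the rule, 1, near *Col19a1* on chromosome 1 (24612537 to 24612981) and named after its value was seen, had 94.7% of its 30-base words in mitochondrial DNA, so that reads of mitochondrial origin cannot be told from nuclear ones there.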
